# Mapping the spatial transcriptomic signature of the hippocampus during memory consolidation

**DOI:** 10.1038/s41467-023-41715-7

**Published:** 2023-09-29

**Authors:** Yann Vanrobaeys, Utsav Mukherjee, Lucy Langmack, Stacy E. Beyer, Ethan Bahl, Li-Chun Lin, Jacob J. Michaelson, Ted Abel, Snehajyoti Chatterjee

**Keywords:** Spatial memory, Genetics of the nervous system

## Abstract

Memory consolidation involves discrete patterns of transcriptional events in the hippocampus. Despite the emergence of single-cell transcriptomic profiling techniques, mapping the transcriptomic signature across subregions of the hippocampus has remained challenging. Here, we utilized unbiased spatial sequencing to delineate transcriptome-wide gene expression changes across subregions of the dorsal hippocampus of male mice following learning. We find that each subregion of the hippocampus exhibits distinct yet overlapping transcriptomic signatures. The CA1 region exhibited increased expression of genes related to transcriptional regulation, while the DG showed upregulation of genes associated with protein folding. Importantly, our approach enabled us to define the transcriptomic signature of learning within two less-defined hippocampal subregions, CA1 stratum radiatum, and oriens. We demonstrated that CA1 subregion-specific expression of a transcription factor subfamily has a critical functional role in the consolidation of long-term memory. This work demonstrates the power of spatial molecular approaches to reveal simultaneous transcriptional events across the hippocampus during memory consolidation.

## Abstract (web summary)

Transcriptional events are critical for hippocampus-dependent long-term memory storage. Here, the authors utilize spatial transcriptomics to elucidate localized gene expression patterns across hippocampal subregions during memory consolidation.

## Introduction

Activity-dependent gene expression occurs in wave-like patterns following experience. The early wave of transcriptional events involves increased expression of immediate early genes (IEGs) and newly synthesized proteins to regulate downstream gene expression^1–3^. IEGs encoding transcription factors, such as *Fos, Egr1*, and the *Nr4a* subfamily, regulate a larger, more diverse set of effector genes that mediate the structural and functional changes underlying synaptic plasticity. Gene expression at these critical time points is essential to drive responses to experience, including memory consolidation. Newly formed memory is thought to be stored within functionally connected neuronal populations in the hippocampus through dynamic gene expression patterns, known as engram ensembles^4–7^. Dynamic transcriptional patterns within the circuitry supporting engram ensembles enable the consolidation of memory from the hippocampus to multiple brain regions^4,8–11^. Neuronal populations contributing to engram ensembles are activated by learning and endure cellular changes^10,12^, which can later be reactivated for memory retrieval^13^ or inhibited inducing memory impairments^14^. Therefore, understanding the transcriptional dynamics throughout the hippocampus following an experience would provide important insights into the molecular mechanisms underlying memory consolidation.

The circuitry encompassing different subregions of the dorsal hippocampus has distinct roles in memory consolidation^15–17^. Layer II of the entorhinal cortex (EC) projects to granule cells of the dentate gyrus (DG) and pyramidal neurons of the CA3 region through the perforant pathway (PP), and layer III of EC projects to the pyramidal neurons of CA1 through the temporoammonic and alvear pathways^18–20^. The direct EC input to CA1 is essential for spatial memory consolidation and novelty detection^21–24^. DG granule cells project onto CA3 pyramidal neurons through mossy fibers, and CA3 pyramidal neurons send projections to CA2 and CA1 pyramidal neurons through the Schaffer collateral (SC) pathway^25–27^. The axons from CA1 pyramidal neurons project onto subiculum and EC neurons, forming the major output pathway of hippocampal circuits^28^. The DG is the site of adult neurogenesis in the hippocampus^29^. Adult newborn granule cells mediate pattern separation in the DG^30^, while mature granule cells in DG and CA3 pyramidal neurons are essential for pattern completion, involving associative memory recall from a partial cue^31,32^. Thus, hippocampal memory relies on the association between items and contexts^33^, with neurons in the CA1 processing information about objects and locations^34^ and DG neurons driving pattern separation to reduce overlap between neural representations of similar learning experiences^35–37^. Nevertheless, the spatial transcriptomic changes in response to learning underlying the circuitry across subregions of the dorsal hippocampus remain largely unknown.

Hippocampal engram ensembles have been studied using the expression of individual IEGs^11^ within the whole hippocampus^38,39^, CA1^40,41^, DG^42,43^, and hippocampal neuronal nuclei^41,44,45^, but not across all subregions simultaneously. A relatively new approach is targeted recombination of active neuronal populations (TRAP) to study unbiased cell-type specific gene expression in the hippocampus following a learning experience^4,45^. *Fos* is one IEG that is thought to link hippocampal engrams and place codes underlying spatial maps^7,46^. Single-nuclei RNA sequencing identified downstream targets of *Fos* in CA1 pyramidal cells following neuronal stimulation^47^ and defined the role of cell type-specific expression of *Fos* in CA1 for spatial memory^7,46,47^. Single-nuclei transcriptomic studies from Fos+ (activated) and Fos- (non-activated) hippocampal neurons following exposure to a novel environment revealed transcriptomic differences between DG and CA1 neurons^48^. Other studies have applied a similar approach in the hippocampus to capture engram cells following learning^45^ or activated neurons following neuronal stimulation^2,43^. These advancements allow transcriptional profiles to be sorted into cell types based on canonical marker genes^49,50^. However, it is still unclear how gene expression differs after learning across each subregion without using engram-specific or IEG markers. Understanding unbiased expression will help define engram ensembles and identify unique roles for each of these subregions in memory consolidation.

Utilizing the spatial coordinates within intact brain tissue enables unbiased yet precise identification of transcriptomic changes at high spatial resolution^51,52^. Spatial transcriptomics combines both histology and spatial profiling of RNA expression to provide high-resolution transcriptomic characterization of distinct transcriptional profiles within individual brain subregions^53^. We have recently used the spatial transcriptomic approach to demonstrate neuronal activation patterns within brain regions using a deep-learning computational tool^54^. In this work, we have applied this state-of-the-art approach to examine activity-driven spatial transcriptomic diversity within the hippocampal network. We define genome-wide transcriptomic changes in the CA1 pyramidal layer, CA1 stratum radiatum, CA1 stratum oriens, CA2 + 3 pyramidal layer, and dentate gyrus (DG) granular and molecular layers of the dorsal hippocampus within the first hour following spatial exploration. Moreover, we demonstrated the functional relevance of our findings by selectively manipulating the function of the Nr4a subfamily of transcription factors within CA1 pyramidal neurons. Mapping the precise learning-induced expression pattern of genes across the hippocampus enhances our understanding of their subregion-specific role in memory consolidation.

## Results

### Pseudobulk analysis of hippocampal spatial transcriptomics following learning correlates with bulk RNA sequencing

The growing knowledge of transcriptomic heterogeneity in the hippocampus raises the critical question of which genes are selectively regulated within each subregion during a critical early time point of memory consolidation. We performed spatial transcriptomic analyses using the *10x Genomics Visium* platform in coronal brain slices obtained from adult C57BL/6 J male mice 1 hr after training in a hippocampus-dependent learning task compared to homecage controls (Spatial object recognition task, SOR, *n* = 4/group, Fig. 1a). We and others have previously demonstrated that the learning-induced early wave of gene expression peaks at this timepoint after learning^39,55,56^. We analyzed additional transcriptomic profiles by integrating our previous spatial transcriptomics dataset following SOR training^54^ (GEO GSE201610, *n* = 3/group). Increasing the number of biological replicates can improve statistical power and improve the robustness of the results as shown previously^57,58^. The profiles used for all spatial transcriptomics data analyses (pseudobulk analysis, total *n* = 7/group, Supplementary Fig. 1) include the hippocampal subregions CA1 pyramidal layer, CA1 stratum radiatum, CA1 stratum oriens, CA2 and CA3 pyramidal layers and DG granular layers (Fig. 1b). Here, pseudobulk analysis refers to grouping of each dot from a given brain slice to form a single pseudo-sample. Differential gene expression analysis of this pseudobulk data revealed 119 differentially expressed genes (DEGs), with 101 upregulated and 18 downregulated genes following learning (Fig. 1c, d, Supplementary Data 1). The gene expression changes across the two datasets correlated significantly (Supplementary Fig. 2). Enrichment network analysis was used to identify the pathways most represented among the DEGs. The upregulated pathways include nuclear receptor activity, nucleotide transmembrane transporter activity, protein kinase inhibitor activity, dioxygenase activity and histone demethylase activity (Fig. 1e). The nuclear receptor activity includes the genes *Nr4a1*, *Nr4a2* and *Nr4a3*, that comprise a subfamily of transcription factors known to be involved in learning and memory^59,60^. Histone demethylation activity has been linked to memory consolidation^61^, while mutations in JMJD1C are associated with intellectual disability^62^. Protein kinase inhibitors are often found to be upregulated following learning, acting as a negative regulators of transcription activation pathways, such as MAPK pathway^63^, and memory suppressor genes^64^. Other IEGs upregulated following learning include *Egr1*, *Arc*, *Homer1*, *Per1*, *Dusp5*, and *Junb* and are all associated with learning and memory^2,38,65^.

**Fig. 1:**
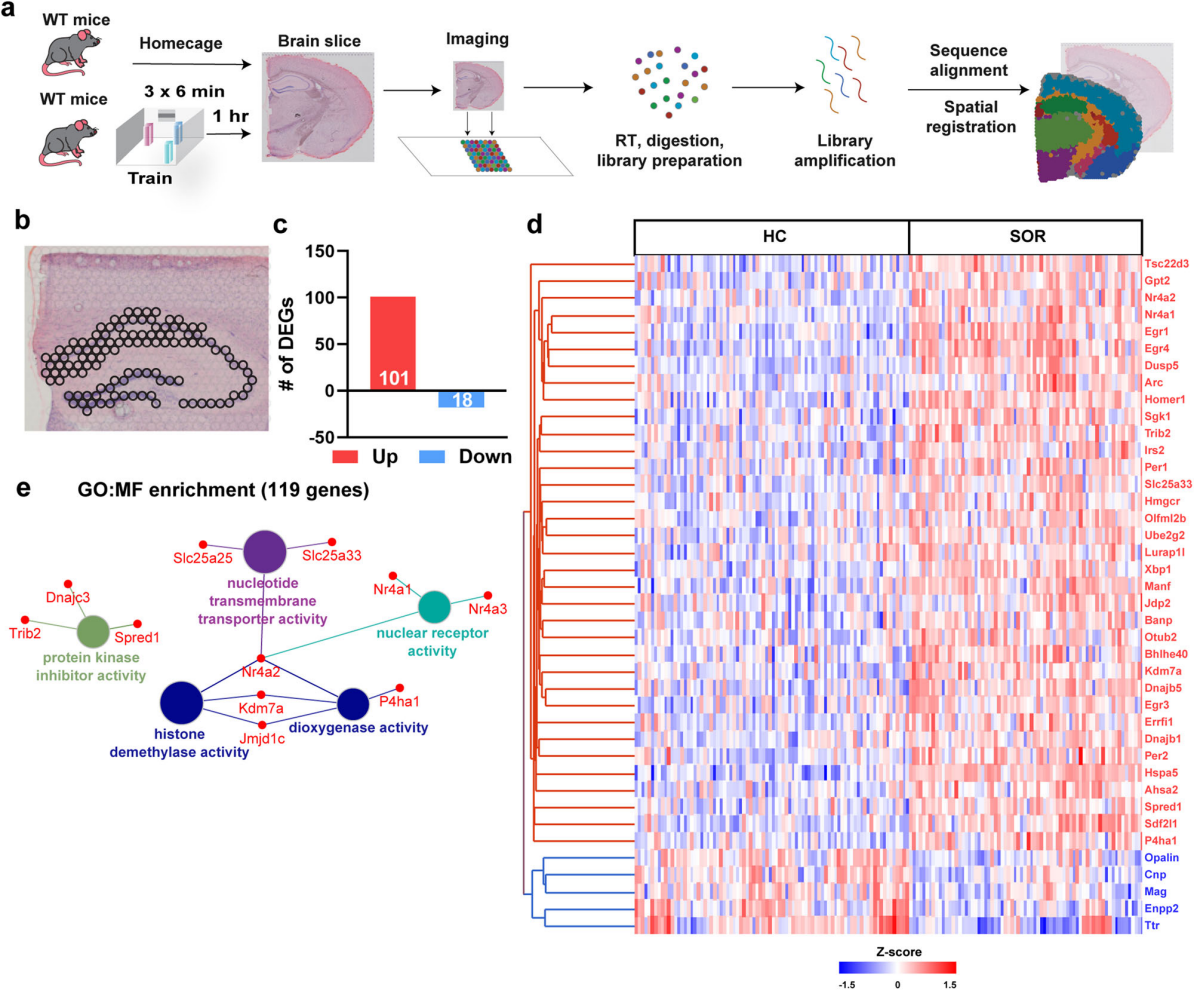
Pseudobulk RNA-seq analysis of spatial transcriptomic data defines learning-induced gene expression in the hippocampus. **a** Schematic of the spatial learning paradigm, followed by a graphic description of the Visium pipeline. **b** Visual depiction of spots across all the hippocampal subregions used for pseudobulk RNA-seq analysis. **c** Bar graph illustrating the total number of upregulated and downregulated genes computed from the pseudobulk RNA-seq data. **d** Heat map generated from individual Visium spots of the 40 top significant differentially expressed genes after learning. Red: upregulated, and blue: downregulation genes. **e** Gene Ontology (GO) enrichment analysis performed on all the differentially expressed genes based on their molecular function (MF). Total 7 mice/group, males only.

Over the past decade, bulk RNA sequencing (RNA-seq) has been extensively used to study transcriptional profiles from brain tissue^40,41,59^. Therefore, to complement our spatial transcriptomic approach with conventional transcriptomic tools, we performed RNA-seq using whole dorsal hippocampus tissue (bulk RNA-seq) from mice trained in SOR (1 h) or homecage. 

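RNA was sequenced from the dorsal hippocampus of 4 homecage mice and of 4 mice euthanized 1 h after SOR training, with 1 library per mouse. The paper's methods name total RNA depleted of ribosomal RNA, while the deposited sample labels name polyA RNA. The authors aligned the reads with STAR and counted them per gene within the bcbio-nextgen pipeline. The deposited values are estimated read counts per gene summarized with tximport, written with decimals and without normalization, for 54532 genes. The methods name featureCounts for this step, and the quantifier behind the tximport summary is not named in the paper's text. Total counts per library ranged from 54934184 to 81525977 in the homecage group, with a median of 63389924.5, and from 51406011 to 72070472 in the SOR group, with a median of 60737357.5. Between 7.92% and 13.2% of these counts fell on *Rn7s1* and *Rn7s2*, the genes of the signal recognition particle RNA, which were chosen after their values were seen. For the values given here, counts were rounded, genes with too few counts were removed with edgeR's filterByExpr, and 22018 genes were tested. Libraries were scaled with upper-quartile factors, and expression is given as CPM on the library sizes so scaled. The groups were compared with edgeR's quasi-likelihood F test, with Benjamini-Hochberg adjustment over all genes tested, and a gene was called at an adjusted p under 0.05 and a fold change above 1.4. The paper also removed unwanted variation with RUVs, whose number of factors the text does not give, so that no such factor was used and fits with 1, 2 or 3 factors were run as alternatives. The biological coefficient of variation over all genes was 14.1%. In a principal component analysis, the first 3 components held 22.0%, 18.8% and 14.7% of the variance, and the groups overlapped on each of them, on the third through SOR replicate 1 alone. The replicate numbers do not pair the samples: deviations from the group mean correlated between -0.084 and 0.073 for homecage and SOR samples with the same number and between -0.2 and 0.194 for the others. The labels give no sequencing batch. Counts of single genes carry counting error, and limits derived from a count of 0 cover that error only.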

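With these thresholds, 38 genes were called, 33 higher and 5 lower in SOR than in homecage mice. By adjusted p alone, 60 genes were higher and 8 were lower, and 2213 genes had an unadjusted p under 0.05. For each of the 38 called genes, the 4 SOR values lay beyond all 4 homecage values, a separation that 1528 tested genes (6.94%) showed and that random grouping gives for 2.86%. The number of calls depended on the model: edgeR's likelihood ratio test called 69 genes higher and 36 lower, the same test with 3 RUVs factors called 105 and 98, and a test against a fold change of 1.4 (glmTreat) called 7 and 1. Among the called genes with a mean of at least 1 CPM, the largest rise was that of *Egr2* (ENSMUSG00000037868, chromosome 10 of GRCm38 from 67535475 to 67542188), from 1.15 ± 0.468 CPM (SD, n = 4) in homecage to 7.72 ± 0.618 CPM (SD, n = 4) in SOR mice, a log2 fold change of 2.75 (standard error 0.222, adjusted p = 4.66e-04 from edgeR's quasi-likelihood test). *Fos* (ENSMUSG00000021250, chromosome 12 from 85473890 to 85477273) followed with a log2 fold change of 1.89 (standard error 0.214, adjusted p = 0.00477), and *Fosb* (ENSMUSG00000003545, chromosome 7 from 19302696 to 19310051) with 1.84 (standard error 0.183, adjusted p = 0.00199). *Plin4*, which encodes a lipid droplet protein, rose from 3.92 ± 0.344 to 11.9 ± 2.48 CPM (SD, n = 4 per group), and *Gm19439*, which the annotation gives as TEC, a gene type still to be tested by experiment, from 1.80 ± 0.478 to 5.18 ± 0.475 CPM. Only 4 genes at this expression level were called lower: *Pars2* with a log2 fold change of -0.73, *Enpp6* with -0.68, *Kcnj2* with -0.66 and *Fbxo32* with -0.54. The fifth, *Sp6*, had a mean of 0.309 CPM over the 8 samples. With 1 sample left out in turn, *Egr2*, *Fos*, *Fosb*, *Plin4*, *Gm19439* and *Fbxo32* stayed past the adjusted p threshold in all 8 fits, *Enpp6* in 5, and *Pars2* and *Kcnj2* in 1 each. The paper's own table lists the results for 15600 genes, of which the copy at hand holds the first 1998. Of the 224 genes with an FDR under 0.05 in it, 223 were among the genes tested here, all 223 changed in the direction the table gives, 57 passed the adjusted p threshold here, and 35 were called with the fold-change threshold as well. The paper attributes differences of this kind between trained and homecage mice to learning.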

Bulk RNA-seq analysis revealed 224 DEGs (Fold change: 1.4, FDR < 0.05) following SOR training compared to control mice, with 147 upregulated and 77 downregulated genes after learning (Fig. 2a, Supplementary Data 2). We next asked whether our pseudobulk spatial transcriptomics data overlapped with learning-induced gene expression changes of bulk RNA-seq. 

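The pseudobulk values come from the paper's table, since the spatial counts were not analysed here. Of the 18806 genes in that table the copy at hand holds the first 1999 by p, up to an FDR of 0.591, so that it includes every gene past the paper's thresholds, 101 upregulated and 18 downregulated. All 101 upregulated genes were tested in the bulk counts, and the tally that follows was chosen after the values were seen. Of these, 21 were higher in SOR mice at an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg over all genes), 14 of them also with a fold change above 1.4, and none was lower past that threshold. The number past the adjusted p threshold reached at most 48 under the alternatives planned for single genes. No downregulated gene of the 18 passed the threshold in this test, and at most 2 did under one of those alternatives. By the paper's own bulk table, 29 of the upregulated genes and 1 of the downregulated genes had an FDR under 0.05.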

Among the 101 upregulated genes from pseudobulk spatial transcriptomics, 29 genes were identified with bulk RNA-seq. Only one gene among 18 downregulated genes appeared in bulk RNA-seq. 

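Of the 101 genes upregulated in the paper's pseudobulk table, 94 (93.1%) were also higher in SOR than in homecage mice in the bulk counts, with a median log2 fold change of 0.22, and 43.8% of all genes tested in bulk were higher. Of the 18 genes downregulated in pseudobulk, 15 (83.3%) were lower in bulk, with a median log2 fold change of -0.14. This tally of directions was chosen after the values were seen, as were the exceptions named here, *Ttr*, *Enpp2* and *Mid1ip1*. Across the alternatives planned for single genes, between 90 and 96 of the upregulated and between 14 and 16 of the downregulated genes kept the pseudobulk direction. *Egr4* rose from 1.98 ± 0.303 to 4.47 ± 0.957 CPM in bulk (SD, n = 4 per group), a log2 fold change of 1.17 (standard error 0.175, adjusted p = 0.0212 from edgeR's quasi-likelihood test). *Egr1* rose from 19.8 ± 1.73 to 42.0 ± 11.8 CPM, a log2 fold change of 1.09 (standard error 0.163, adjusted p = 0.0212). Both are close to the threshold: with 1 sample left out in turn, *Egr4* passed it in 3 of 8 fits and *Egr1* in 2. *Hspa5* rose from 266 ± 39.5 to 412 ± 132 CPM with a log2 fold change of 0.63 and did not pass it (standard error 0.183, adjusted p = 0.253). SOR replicate 1 held 609 CPM of *Hspa5* and the other SOR samples 332 to 358 CPM, and without it the log2 fold change was 0.38. Fits with RUVs factors and the fit with the replicate number as a block called *Hspa5*, with adjusted p down to 5.32e-12 over the alternatives.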

Genes differentially expressed in pseudobulk RNA-seq significantly correlate with bulk RNA-seq, and the directionality of the change in expression was maintained (Fig. 2b). 

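In the bulk counts, *Arc* ranked 1 by p among the genes tested, *Sgk1* ranked 3, *Dusp5* ranked 9 and *Nr4a1* ranked 29. *Arc* (ENSMUSG00000022602) lies on chromosome 15 from 74669083 to 74672570 and rose from 91.9 ± 4.98 CPM in homecage to 246 ± 21.0 CPM in SOR mice (SD, n = 4 per group), a log2 fold change of 1.42 (standard error 0.0646, adjusted p = 8.27e-06 from edgeR's quasi-likelihood test). *Sgk1* (ENSMUSG00000019970, chromosome 10 from 21882184 to 21999903) rose from 54.6 ± 6.67 to 139 ± 16.5 CPM, a log2 fold change of 1.35 (standard error 0.0994, adjusted p = 3.78e-04). *Dusp5* (ENSMUSG00000034765, chromosome 19 from 53529109 to 53542431) rose from 8.80 ± 0.832 to 16.8 ± 0.926 CPM, a log2 fold change of 0.93 (standard error 0.0851, adjusted p = 0.00105). *Nr4a1* (ENSMUSG00000023034, chromosome 15 from 101254269 to 101274795) rose from 17.8 ± 2.94 to 38.7 ± 7.51 CPM, a log2 fold change of 1.12 (standard error 0.146, adjusted p = 0.00971). For each of the 4 genes, every SOR sample was above every homecage sample (exact two-sided permutation test on log2 CPM, p = 0.0286, the smallest that 4 against 4 allow). All 4 passed the threshold in each of the 13 alternatives planned for single genes with all samples. Those do not include the test against a fold change of 1.4, which *Arc* and *Sgk1* passed and *Dusp5* and *Nr4a1* did not. With 1 sample left out in turn, *Arc*, *Sgk1* and *Dusp5* passed in all 8 fits and *Nr4a1* in 7, with adjusted p from 0.0105 to 0.052, the highest without homecage replicate 2.

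**Figure D1:**
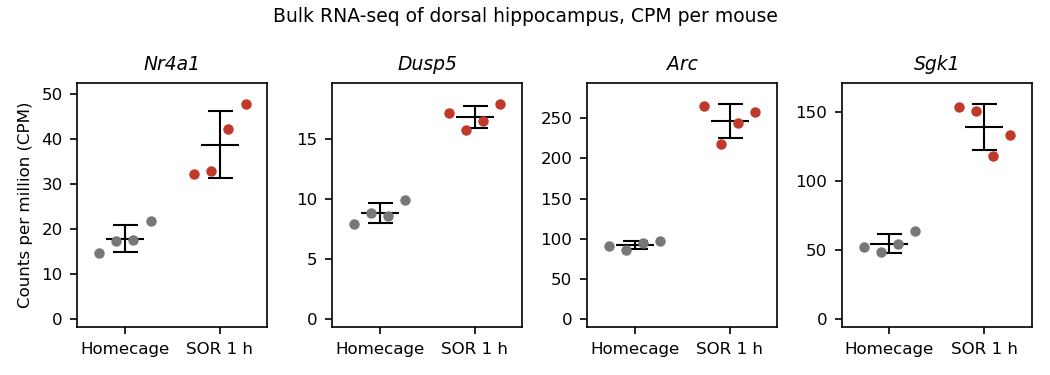
CPM of *Nr4a1*, *Dusp5*, *Arc* and *Sgk1* in bulk RNA-seq of the dorsal hippocampus, 1 point per mouse, with the mean and SD of each group as lines, for homecage mice (grey) and mice 1 h after SOR training (red). The SOR values of *Arc* lie between 218 and 266 CPM and the homecage values between 85.4 and 97.0 CPM.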

*Nr4a1*, *Dusp5*, *Arc*, *Sgk1* appeared among the top genes both in the pseudobulk and the bulk RNA-seq (Fig. 2b, c). Among these genes, *Nr4a1* and *Sgk1* are upregulated within the 30 min-1 h temporal window and their expression is comparable to homecage post 1 h timepoints (Fig. 2d). Oligodendrocyte differentiation-related gene *Opalin* was the only common downregulated gene (Fig. 2b).

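*Opalin* (ENSMUSG00000050121), on chromosome 19 from 41061710 to 41077113, had 29.4 ± 2.84 CPM in homecage and 20.9 ± 3.71 CPM in SOR mice of the bulk experiment (SD, n = 4 per group). Its log2 fold change was -0.50 (standard error 0.12, adjusted p = 0.164 from edgeR's quasi-likelihood test over all genes). All 4 SOR samples were below all 4 homecage samples (exact two-sided permutation test, p = 0.0286). With 1 sample left out in turn, the log2 fold change stayed between -0.59 and -0.40 and the adjusted p between 0.114 and 0.369. Over the 13 alternatives planned for single genes the adjusted p ranged from 3.35e-05 to 0.188, and it was under 0.05 in 5 of them, the likelihood ratio test, DESeq2 and the 3 fits with RUVs factors. The 18 mature oligodendrocyte genes of a marker list that includes *Opalin* had a median log2 fold change of -0.17, and 17 of them were lower in SOR mice. As a mean of log2 CPM relative to each gene's mean, they stood at 0.017 to 0.172 in homecage samples. In SOR samples they stood at -0.294 to 0.051, so the groups overlapped (exact two-sided permutation test, p = 0.114). The list did not pass in the gene set test fry of limma (adjusted p = 0.265).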

**Fig. 2:**
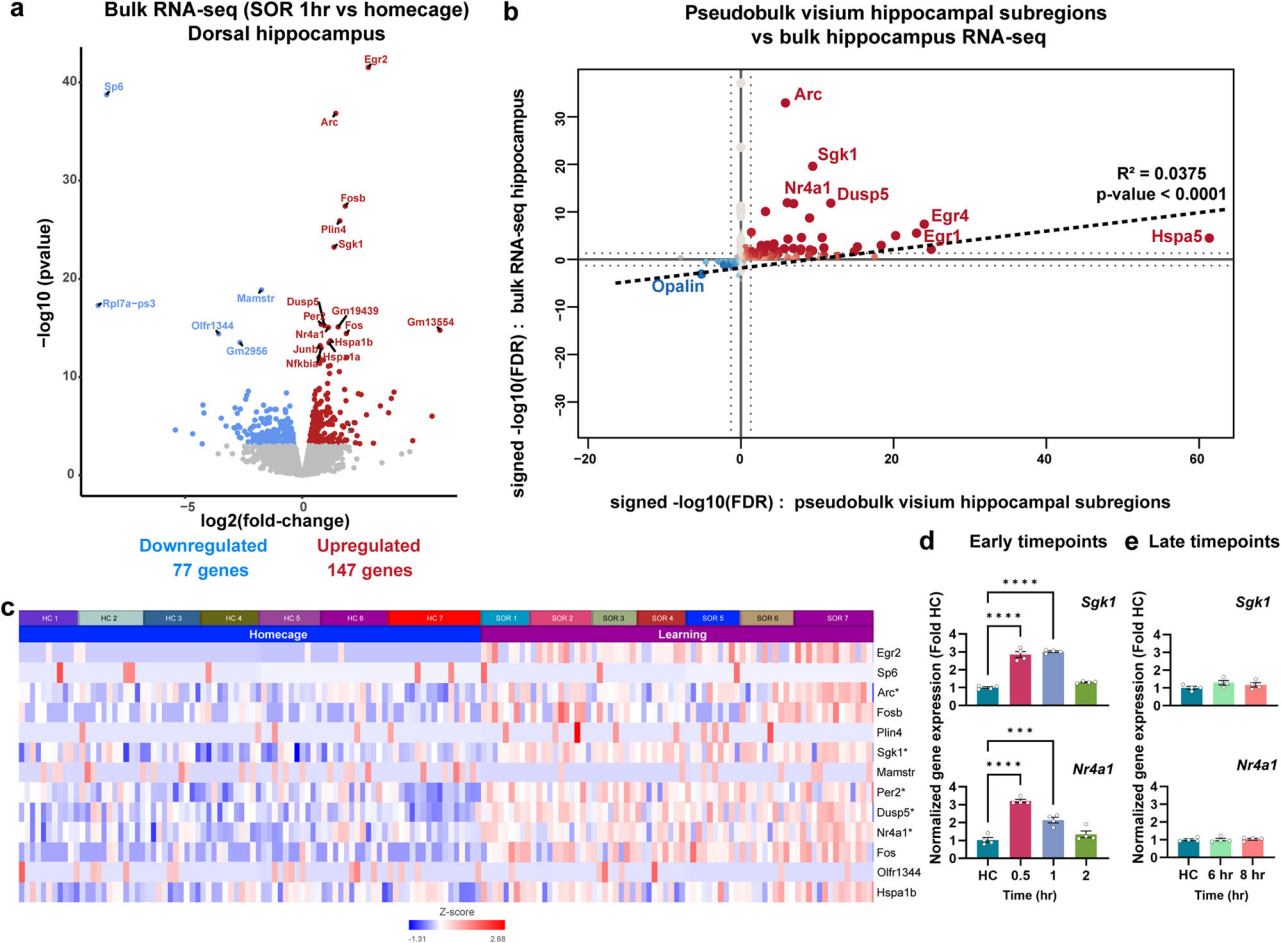
Comparison of the pseudobulk RNA-seq with the bulk RNA-seq dataset after learning. **a** Volcano plot illustrating the most significant differentially expressed genes after learning from a bulk RNA-seq experiment performed from the dorsal hippocampus 1 h after learning. homecage (*n* = 4), SOR (n = 4), males only. **b** Quadrant plot depicting the correlation between differentially expressed genes identified in bulk RNA-seq and pseudobulk RNA-seq. **c** Heatmap showing expression of the top 15 genes from bulk RNA-seq in the pseudobulk samples. *Star indicates significant in both bulk- and pseudobulk-RNA-seq. *Rpl7a-ps3*, *Gm19439*, *Olfr1344* genes were not detected in pseudobulk analysis. **d** Expression of *Sgk1* and *Nr4a1* in C57BL/6 J male mice trained in SOR and euthanized at the early timepoints after training (0.5 hour, 1 hour and 2 hours: *n* = 4 per group), expressed as fold difference from that of mice handled only in the homecage (HC) (baseline controls, *n* = 4). One-way ANOVA: *Sgk1*: F (3, 12) = 128.3, *P* < 0.0001. Dunnett’s multiple comparisons tests: ****P < 0.0001 (HC versus 0.5-hour, *P* = 0.000000038587), ****P < 0.0001 (HC versus 1 hour, *P* = 0.000000026741), *P* = 0.0972 (HC versus 2 hour). One-way ANOVA: *Nr4a1*: F (3, 12) = 43.31, *P* < 0.0001. Dunnett’s multiple comparisons tests: ****P < 0.0001 (HC versus 0.5-hour, *P* = 0.00000064817), ***P = 0.0005 (HC versus 1 hour, *P* = 0.000495606787944), *P* = 0.331 (HC versus 2 hour). Error bars represent ± SEM. **e** Expression of *Sgk1* and *Nr4a1* in C57BL/6 J male mice trained in SOR and euthanized at the late timepoints after training (6 hours and 8 hours: *n* = 4 per group), expressed as fold difference from that of mice handled only in the homecage (HC) (baseline controls, *n* = 4). One-way ANOVA: *Sgk1*: F (2, 9) = 0.4798, *P* = 0.6339. Dunnett’s multiple comparisons tests: *P* = 0.1623 (HC versus 6-hour), *P* = 0.488 (HC versus 8-hour). One-way ANOVA: *Nr4a1*: F (2,9) = 0.083, *P* = 0.921. Dunnett’s multiple comparisons tests: *P* = 0.9931 (HC versus 6-hour), *P* = 0.8969 (HC versus 8-hour). Error bars represent ± SEM.

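Several of the genes labelled in Fig. 2a have few counts in the bulk libraries. *Sp6* (ENSMUSG00000038560, chromosome 11 from 97013394 to 97024734) had between 27.5 and 56.1 counts in the homecage libraries, or 0.618 ± 0.138 CPM (SD, n = 4), and 0 counts in every SOR library. With a floor of 3 counts per SOR library, it was at least 12.4-fold lower in SOR mice (adjusted p = 0.00326 from edgeR's quasi-likelihood test), and it did not pass the threshold with DESeq2 or with the replicate number as a block. *Gm11532*, which overlaps *Sp6* on the other strand and was chosen after its values were seen, was higher in every SOR than in every homecage sample, with 0.249 ± 0.0935 CPM in homecage and 0.741 ± 0.243 CPM in SOR mice. The pseudogene *Rpl7a-ps3* was detected in 3 of 4 homecage libraries, with up to 32.2 counts, and in no SOR library, which with the same floor is at least 5.58-fold lower. *Gm13554* was at 0 in every homecage library and was detected in 3 of 4 SOR libraries with between 7.67 and 48.6 counts, at least 8.66-fold higher. Neither passed the filter on low counts, so that neither was tested (exact two-sided permutation test, p = 0.143 for each). In the 3 alternatives planned for single genes that tested them neither passed the threshold, with adjusted p from 0.111 to 0.213 for *Rpl7a-ps3* and from 0.153 to 0.26 for *Gm13554*; RUVs factors with a filter of more than 5 counts in 2 samples, chosen after seeing the data, called both. *Olfr1344* had 0.443 ± 0.297 CPM in homecage mice and was detected in 1 SOR sample only, replicate 1, with 0.269 CPM. Its log2 fold change was -2.49 (standard error 0.957, adjusted p = 0.42 from edgeR's quasi-likelihood test). This value ranged from -7.78 to -2.07 over the fits that left out 1 sample, with adjusted p from 0.112 to 0.644. Of the fits set in advance, only those with 2 or 3 RUVs factors brought *Olfr1344* past the threshold. *Gm2956* had 0.433 ± 0.114 CPM in homecage and 0.0917 ± 0.0826 CPM in SOR mice (SD, n = 4 per group), a log2 fold change of -2.34 (standard error 0.612, adjusted p = 0.204 from the edgeR test), and passed it with the likelihood ratio test and with each number of RUVs factors. *Mamstr* had 4.23 ± 0.695 and 1.66 ± 1.52 CPM, a log2 fold change of -1.38 (standard error 0.483, adjusted p = 0.368). In SOR replicate 4, *Mamstr* reached 3.87 CPM, within the homecage range, and without this sample its log2 fold change was -2.21 with an adjusted p of 0.0196 (0.0196 to 0.604 over the fits that left out 1 sample). The fits with RUVs factors called *Mamstr* with all samples. *Per2* and *Junb* were called, with log2 fold changes of 0.80 (standard error 0.0563, adjusted p = 3.78e-04) and 0.75 (standard error 0.0817, adjusted p = 0.00389).

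**Figure D2:**
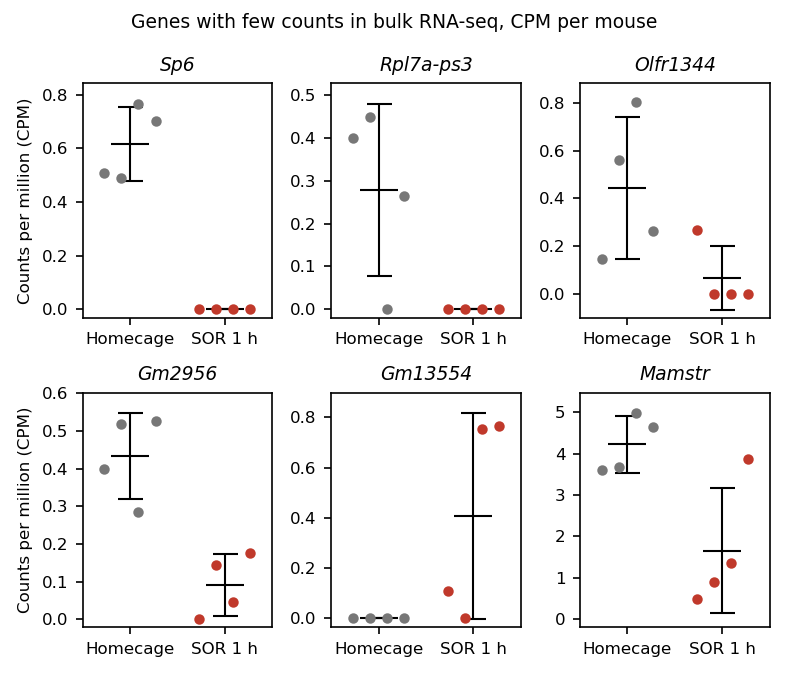
CPM of 6 genes with few counts in bulk RNA-seq, 1 point per mouse, with the mean and SD of each group as lines, for homecage mice (grey) and mice 1 h after SOR training (red). All 4 SOR samples are at 0 for *Sp6* and for *Rpl7a-ps3*, and all 4 homecage samples are at 0 for *Gm13554*.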

Pseudobulk analysis also revealed differentially expressed genes that were not identified by bulk RNA-seq approach. Some of these upregulated transcripts identified using pseudobulk spatial transcriptomics include genes related to chromatin binding (*Ncoa2*, *Polg*, *Smc3*, Bcl6, *Jdp2*, Sp3), protein kinase inhibitors activity (*Spred1*, *Trib2*) and chaperone binding (*Dnajc3*, *Sacs*, *Grpel2*). 

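In the bulk counts, 9 of these 11 genes were higher in SOR than in homecage mice, with log2 fold changes over the 11 from -0.03 to 0.29 and a median of 0.08. Only *Spred1* passed the adjusted p threshold over all genes, with 124 ± 3.68 CPM in homecage and 147 ± 5.56 CPM in SOR mice (SD, n = 4 per group), a log2 fold change of 0.24 (standard error 0.0401, adjusted p = 0.0386 from edgeR's quasi-likelihood test). It lost this place with library size scaling, with the replicate number as a block and in 7 of the 8 fits that left out 1 sample. Adjusted over the list alone, 4 genes passed. For *Bcl6*, *Jdp2*, *Spred1* and *Trib2*, every SOR sample was above every homecage sample. Random grouping gives a full separation, counted in either direction, for 2.86% of genes. *Bcl6* had a log2 fold change of 0.29 (standard error 0.0527, adjusted p = 0.0572) and passed the threshold in 8 of the 13 alternatives planned for single genes. *Dnajc3* had a log2 fold change of 0.29 (standard error 0.136, adjusted p = 0.514), with 149 CPM in SOR replicate 1 against 93.9 to 101 CPM in the other SOR samples, and 0.11 without that sample. *Polg*, *Smc3* and *Grpel2* had log2 fold changes of 0.02, -0.03 and -0.0001, and the sign of each changed in at least 1 alternative. None of the 11 genes reached a fold change of 1.4.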

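The bulk libraries held 49.4 ± 3.42 CPM of *Mog* in homecage and 43.2 ± 6.06 CPM in SOR mice (SD, n = 4 per group), a log2 fold change of -0.19 (standard error 0.0925, adjusted p = 0.518 from edgeR's quasi-likelihood test). *Mag* had 181 ± 9.19 and 157 ± 22.7 CPM, a log2 fold change of -0.21 (standard error 0.0884, adjusted p = 0.463). The long noncoding RNA *Mir9-3hg* had 10.5 ± 0.574 and 8.87 ± 1.57 CPM, a log2 fold change of -0.25 (standard error 0.124, adjusted p = 0.542). All 3 genes were lower in SOR mice in the 13 alternatives planned for single genes and in the 8 fits that left out 1 sample, and none passed the threshold over all genes in any of these, or over the list alone in the edgeR test. Over the 8 fits without 1 sample, the log2 fold change lay between -0.27 and -0.12 for *Mog* and between -0.29 and -0.15 for *Mag*. It lay between -0.32 and -0.14 for *Mir9-3hg*. The 2 groups overlapped for each gene.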

Some of the downregulated genes included myelin oligodendrocyte glycoprotein (*Mog*), myelin-associated glycoprotein (*Mag*) and long noncoding RNA, *Mir9-3hg*. These results demonstrate that spatial transcriptomics using the Visium platform detects DEGs that overlap with other transcriptomic approaches yet reveals genes that may be undetectable in other techniques. On the contrary, bulk RNA-seq identified genes that were not identified in the pseudobulk analysis. Some of these include genes related to transcription regulation (*Fos*, *Egr2*, *Hif3a*, *Fosl2*, *Nfkbia*), protein processing in the Endoplasmic Reticulum (H*spa1b*, *Hspa1a*, *Herpud1*, *Pdia6*, *Pdia4*, *Hsph1*) and protein kinase regulator activity (*Hspb1*, *Cdkn1a*, *Trib1*, *Cables1*) (Supplementary Data 1 and 2). Thus, both the techniques can be applied to understand transcriptomic changes across hippocampal subregions.

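In the bulk counts, all 15 genes were higher in SOR than in homecage mice, with log2 fold changes from 0.36 to 2.75 and a median of 0.80. For 14 of them, all but *Pdia4*, every SOR sample was above every homecage sample. Over all genes tested, *Fos*, *Egr2* and *Nfkbia* passed the adjusted p threshold. *Nfkbia* rose from 11.0 ± 0.46 to 19.1 ± 1.90 CPM (SD, n = 4 per group; log2 fold change 0.80, standard error 0.0816, adjusted p = 0.00239 from edgeR's quasi-likelihood test). Adjusted over the list alone, all 15 passed, which is not independent evidence because the study chose the list on these samples. *Hif3a* had a log2 fold change of 1.87 (standard error 0.36, adjusted p = 0.0775) and *Cables1* one of 0.44 (standard error 0.0781, adjusted p = 0.0551). The adjusted p was 0.122 for *Fosl2*, 0.109 for *Cdkn1a* and 0.161 for *Trib1*. For the genes of protein processing in the endoplasmic reticulum, SOR replicate 1 decided much of the value. *Hspa1b* had 58.8 CPM in that sample and 21.2 to 26.5 CPM in the other SOR samples, against 13.4 ± 2.17 CPM in homecage mice, and its log2 fold change was 1.30 with all samples (standard error 0.288, adjusted p = 0.125) and 0.86 without SOR replicate 1 (adjusted p = 0.0258, and from 0.0258 to 0.331 over the fits that left out 1 sample). *Hspa1a* had a log2 fold change of 1.19 (standard error 0.237, adjusted p = 0.0834) and 0.85 without that sample (adjusted p = 0.0151, and from 0.0151 to 0.266 over such fits). Without it, the log2 fold change of *Herpud1* went from 0.58 to 0.36, that of *Pdia6* from 0.41 to 0.24, that of *Pdia4* from 0.41 to 0.19, that of *Hsph1* from 0.36 to 0.25 and that of *Hspb1* from 1.15 to 0.59. With all samples, the adjusted p of these 5 genes lay between 0.166 and 0.423. With RUVs factors, each of the 12 genes that did not pass went past the threshold under at least 1 of the 3 fits.

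**Figure D3:**
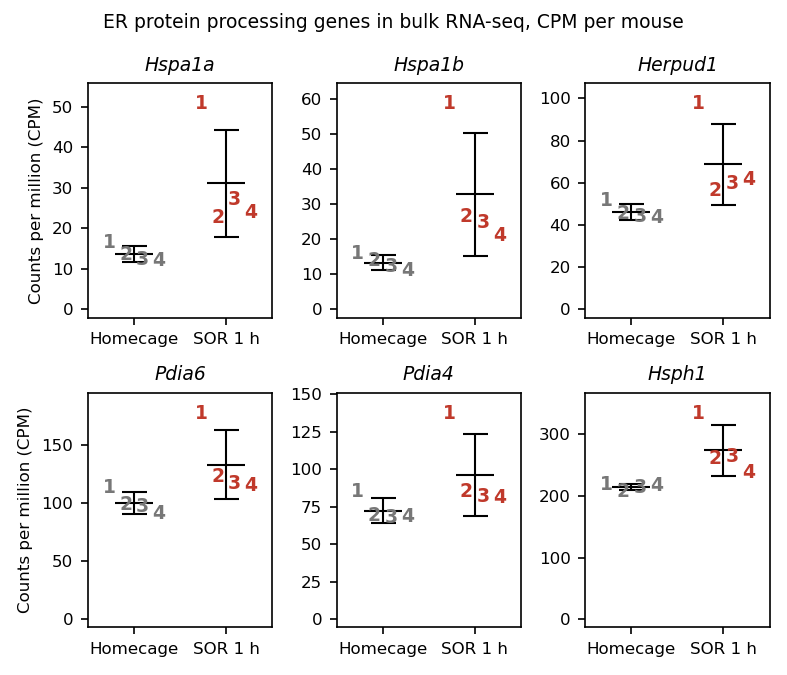
CPM of 6 genes of protein processing in the endoplasmic reticulum in bulk RNA-seq, each mouse shown by its replicate number, with the mean and SD of each group as lines, for homecage mice (grey) and mice 1 h after SOR training (red). SOR replicate 1 is the highest sample for each gene, with 137 CPM of *Pdia4* against 81.2 to 85.0 CPM in the other SOR samples.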

### Hippocampal subregions exhibit distinct transcriptomic signatures following learning

The dorsal hippocampus is composed of multiple anatomically and functionally distinct subregions. Here we distinguished the major principal neuronal layers and memory-relevant hippocampal regions: CA1 pyramidal layer, CA1 stratum radiatum, CA1 stratum oriens, CA2 and CA3 pyramidal layers combined, and DG granular layer based on spatial topography by H&E staining (Fig. 3a). Computational analysis of the transcriptomic profiles from these hippocampal subregions reveals distinct clusters in a UMAP plot (Fig. 3b). Analyzing the hippocampal subregion-specific transcriptomic signature after learning revealed 58 differentially expressed genes in the CA1 pyramidal layer, 16 genes in the CA2 and CA3 pyramidal layers, and 104 genes in the DG molecular and granular layer (Supplementary Fig. 3, Supplementary Data 3). Within each subregion, spatial learning resulted in 46 upregulated and 12 downregulated genes in the CA1 pyramidal layer, 13 upregulated and 3 downregulated genes in CA2 and CA3 pyramidal layers, and 68 upregulated and 36 downregulated genes in DG (Fig. 3c). In addition to the CA1 pyramidal layer, we also investigated the transcriptomic signature exhibited by the less-defined subregions CA1 stratum radiatum and stratum oriens that lack subregion-specific marker genes. CA1 stratum radiatum is the suprapyramidal region containing apical dendrites of pyramidal cells where CA3 to CA1 SC connections are located. CA1 stratum oriens is the infrapyramidal region containing basal dendrites of pyramidal cells where some CA3 to CA1 SC connections are located. However, heterogenous population of interneurons and other non-neuronal cells, such as oligodendrocytes^66^, are also scattered through these layers. Differential gene expression analysis from these CA1 regions identified 10 upregulated and 1 downregulated gene in stratum radiatum and 9 upregulated and 9 downregulated genes in stratum oriens (Fig. 3c).

**Fig. 3:**
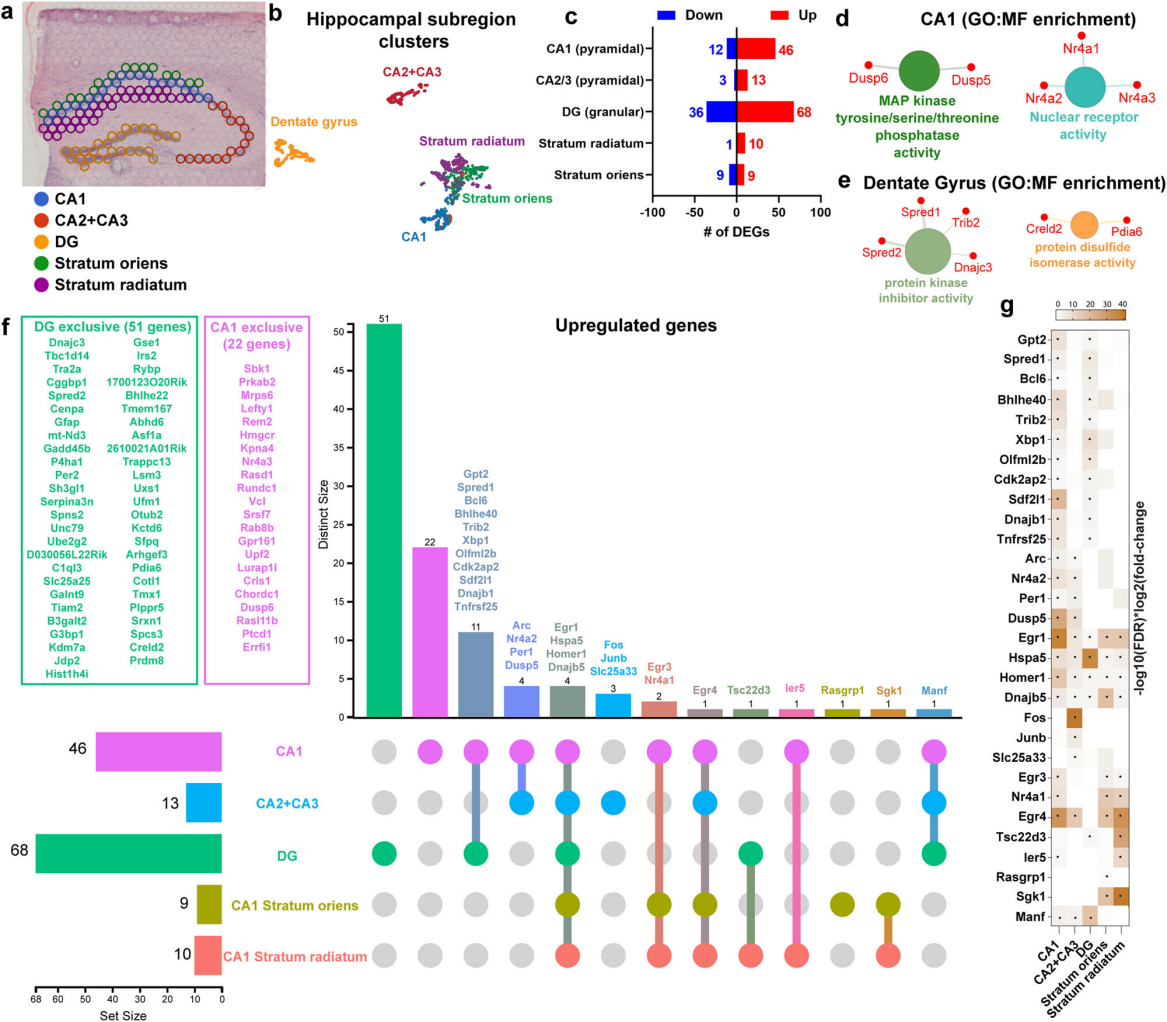
Utilizing spatial transcriptomics to dissect subregion-specific transcriptomic signature of learning in the hippocampus. **a** Representative depiction of the Visium spots considered to distinguish hippocampal subregions. **b** UMAP plot showing spot-clusters demarcating the most prominent hippocampal subregions. Homecage (*n* = 7), SOR *(n* = 7). **c** Bar graph depicting the total number of differentially expressed genes corresponding to hippocampal subregions. **d** Gene Ontology (GO) enrichment analysis performed on the differentially upregulated genes in area CA1 pyramidal layer. **e** Gene Ontology (GO) enrichment analysis of all differentially upregulated genes in Dentate Gyrus (DG). **f** UpSet plot illustrating the spatial pattern of all the significantly upregulated learning-induced genes throughout the hippocampus. **g** Heatmap showing extent of expression of genes that are induced in two or more hippocampal subregions. Dots inside the box indicate the genes that pass the threshold of FDR < 0.05 and log2 fold-change >1.4.

Enrichment network analysis was used to identify the pathways most represented among the DEGs in each hippocampal subregion. The pathways enriched in the CA1 pyramidal layer include nuclear receptor activity and MAP kinase tyrosine/serine/threonine phosphatase activity (Fig. 3d). In contrast, the pathways in DG include protein kinase inhibitor activity and protein disulfide isomerase activity (Fig. 3e). We utilized an upset plot and a heatmap to compare the differentially expressed genes from each hippocampal subregion (Fig. 3f, g). This analysis identified 51 genes that were exclusively upregulated in DG, 22 genes exclusively upregulated in the CA1 pyramidal layer, and 11 genes upregulated in both CA1 and DG, but not in other hippocampal subregions (Fig. 3f). Some of these 11 common genes are involved in protein folding (*Xbp1*, *Sdf2l1*, *Dnajb1*) and the MAPK pathway (*Spred1)*. Genes related to activity-driven transcription regulation and MAPK pathway regulation (*Arc*, *Nr4a2*, *Per1*, and *Dusp5*) were upregulated both in CA1 and CA2 + CA3 pyramidal layers, while *Nr4a1* and *Egr3* were upregulated in the CA1 pyramidal layer, stratum radiatum and stratum oriens. These findings suggest large-scale transcriptional changes in DG, while CA1 and CA2 + CA3 pyramidal regions showed increased activation state of IEGs linked to engram ensembles following spatial learning.

Although fewer genes were downregulated following learning compared to upregulated genes, *Kcna4, Usp2*, and *Shisa4* were downregulated in both CA1 and DG subregions (Supplementary Fig. 4). *Kcna4* (Potassium Voltage-Gated Channel Subfamily A Member 4) expression was found to be increased in amyloid beta-induced cognitive impairment^67^, suggesting its downregulation could have a role in learning and memory. Similarly, genes encoding two evolutionarily conserved RNA-binding proteins, *Rbm3* and *Cirbp*, were exclusively downregulated in DG (Supplementary Fig. 4) and shown to be differentially expressed in the hippocampus when memory is impaired^68,69^. Among the genes downregulated exclusively in CA1 stratum oriens, *Mbp*, *Mobp* and *Plp1* are associated with structural constituents of the myelin sheath, and *Opalin* is involved in oligodendrocyte differentiation. While adult oligodendrogenesis and myelination in the cortex are required for memory consolidation^70^, the underlying relevance of the downregulation of these genes in hippocampal subregion CA1 stratum oriens is not clear.

### Functional relevance of subregion-specific expression of genes encoding the Nr4a family members

The nuclear receptor 4a (Nr4a) subfamily of transcription factors are critical mediators of memory consolidation. They are robustly upregulated in the hippocampus within minutes after learning to regulate downstream gene expression^56,71,72^. We have previously generated a dominant negative mouse model of Nr4a transcription factors, which expresses a mutant form of Nr4a1 (Nr4ADN) lacking a key transcriptional activation domain^59^ and blocking downstream gene expression of all the Nr4a subfamily members through dimerization^73^. Our spatial transcriptomics data revealed upregulation of all the three members of the Nr4a subfamily (*Nr4a1*, *Nr4a2* and *Nr4a3*) in the CA1 pyramidal layer following learning (Fig. 3). This signature was absent in the dentate gyrus. We validated *Nr4a1* and *Nr4a2* gene expression following SOR training using an in situ*-*based approach. We found that both *Nr4a1* was upregulated at both 30 min and 1 hr, and *Nr4a2* was upregulated at 1 hr in CA1 but not in DG after learning (Supplementary Fig. 5a–f, and Supplementary Fig. 6). Importantly *Nr4a1* and *Nr4a2* upregulation was found in *Arc*-positive cells in CA1 (Supplementary Fig. 5g–j).

Previous reports suggest that selectively knocking down the expression of either *Nr4a1* or *Nr4a2* in CA1 impairs spatial memory^72^. Therefore, we sought to understand whether blocking the transcriptional activation function of all the three Nr4a family members exclusively in CA1 excitatory neurons would impair long-term memory consolidation. We used an adeno-associated viral construct of Nr4ADN (AAV-Nr4ADN; 2/2 stereotype to enable minimum diffusion across different subregions) under a CaMKIIα promoter to restrict expression to only CA1 excitatory neurons (Fig. 4a, b and c). AAV-Nr4ADN or control (AAV-eGFP) was infused into the dorsal CA1 of wild-type mice 4 weeks before SOR training (Fig. 4d). Both AAV-Nr4ADN and control AAV-eGFP mice showed similar performances in open field during habituation (Supplementary Fig. 7a, b). During training, they showed a progressive decrease in exploration towards objects across training sessions, indicating that learning had occurred (Supplementary Fig. 7c). During the 24 h test session, control mice showed a significant increase in preference for the displaced object during the 24 h SOR test session relative to training, while AAV-Nr4ADN mice failed to show a preference for the displaced object (Fig. 4e). This demonstrates the CA1-specific Nr4ADN mice had impairments in long-term memory. Total exploration of the objects during the test session was unchanged and did not affect preference for the displaced object (Fig. 4f).

**Fig. 4:**
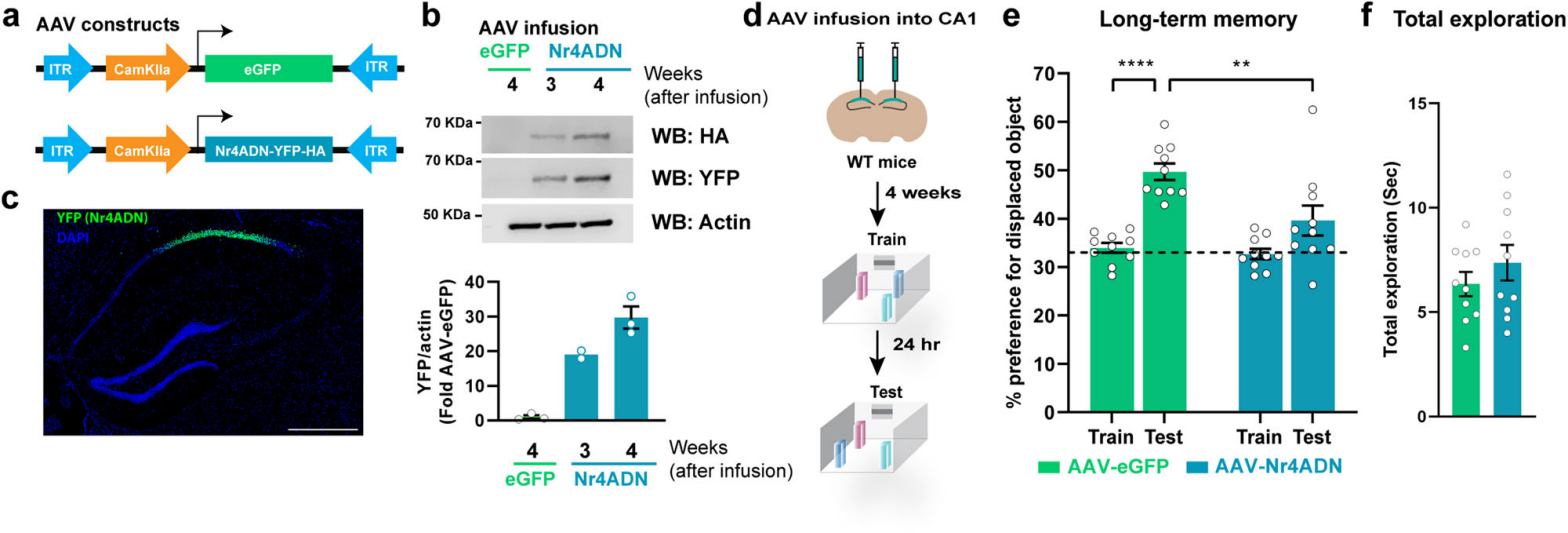
Functional relevance of spatially reserved signatures of learning induced Nr4a family gene expression. **a** Design of the constructs packaged into Adeno-associated viruses (AAV) to ectopically express the dominant negative (DN) mutant of Nr4a and EGFP in the CA1 hippocampal subregion. **b** Western Blot analysis showing the time course of viral expression at 3-weeks and 4-weeks after viral infusion. One-way Anova: Šídák’s multiple comparisons test: eGFP vs Nr4ADN; *n* = 2 for the 3-weeks Nr4ADN group; *n* = 3 for the eGFP and 4-weeks Nr4ADN groups; males only **c** Immunohistochemistry against YFP to detect the localization and spread of the AAV in the dorsal hippocampus. Scale bar represents 500 μm. **d** Experimental timeline of AAV-infusion into CA1 excitatory neurons followed by spatial learning paradigm. **e** Long-term memory assessment by evaluating preference for the displaced object (DO) in a spatial object recognition (SOR) task. 2-way Anova: Significant sessions (Train-Test) x virus (Nr4ADN-eGFP) interaction: F (1, 18) = 4.537, *p* = 0.0472, main effect of sessions: F (1, 18) = 29.93, *p* < 0.0001 and main effect of virus: F (1, 18) = 10.26, *p* = 0.0049. Šídák’s multiple comparisons test: eGFP: train vs test: *p* < 0.0001 (*p* = 0.00000139139405), eGFP (test) vs Nr4ADN (Test): *p* = 0.0014. Nr4ADN (*n* = 10) and eGFP (*n* = 10), males only. Error bars represent ± SEM. **f** Total exploration time of all the objects during SOR for both the experimental groups. Unpaired t test: *t* (18) = 2.091, *p* = 0.0510. Nr4ADN (*n* = 10) and eGFP (*n* = 10), males only. All the bar and dot plots are mean ± SEM.

Next, we performed a similar approach to block the transcriptional activation function of Nr4a family members in DG, a hippocampal region where the Nr4a genes were not induced following learning. We infused AAV-Nr4ADN or control AAV-eGFP in the DG of wild-type mice (Supplementary Fig. 8a) 4 weeks before SOR training (Supplementary Fig. 8b). Due to low diffusion of AAV2/2, the expression of Nr4ADN was mostly restricted within the upper blade of DG. DG upper blade has been previously shown to exhibit behaviorally induced IEG expression^74,75^. Both AAV-Nr4ADN and AAV-eGFP infused mice showed similar performances during habituation (Supplementary Fig. 8c, d) and during the training sessions (Supplementary Fig. 8e). During the 24 h test session, both the groups of mice exhibited intact long-term memory (Supplementary Fig. 8f). Total exploration of the objects during the test session was unchanged and did not affect preference for the displaced object (Supplementary Fig. 8g). Thus, blocking the Nr4a transcription function exclusively in DG does not impair memory. This finding indicates that CA1 subregion-specific expression of Nr4a members is essential for long-term memory, providing functional relevance for our spatial transcriptomics finding of CA1 expression of the Nr4a subfamily.

### *Sgk1* is induced in oligodendrocytes of CA1 stratum radiatum and oriens following learning

Among the genes induced in stratum radiatum and oriens, protein kinase *Sgk1* was the only upregulated gene appearing in both the stratum radiatum and oriens but not in the CA1 pyramidal layer (Fig. 5a, b). *Tsc22d3* was found to be specifically induced in stratum radiatum, while *Rasgrp1* was exclusively induced in stratum oriens. This precise signature of *Sgk1* induction following learning was further validated using an in situ-based RNAscope approach (Fig. 5c–f). To understand the distinct cell types responsible for upregulation of *Sgk1* following learning, we performed a single-nuclei RNA seq using a droplet capture independent split-pool barcoding approach (Fig. 5g). We identified 15 clusters of cells from the dorsal hippocampus of mice (Fig. 5h). Interestingly, we found that *Sgk1* expression was significantly induced within the oligodendrocyte populations after learning (Fig. 5i). To further confirm this oligodendrocyte-specific induction of *Sgk1* expression, we performed a single nucleus sequencing assay for transposase-accessible chromatin followed by sequencing (snATAC-seq, Fig. 5j). Based on the accessibility of the promoters of marker genes within each cluster, we were able to identify 11 distinct cell types from dorsal hippocampus of mice (Fig. 5k). Similar to the findings from the snRNA-seq, we found a significant increase in the accessibility of the Sgk1 promoter in oligodendrocytes following learning compared to homecage controls (Fig. 5l). The findings from snRNA- and snATAC-seq suggests that the induction of *Sgk1* seen in the CA1 stratum radiatum and oriens is restricted to oligodendrocyte population within these regions. Thus, using spatial transcriptomics combined with single-nuclei multiomics approaches, we can begin to demonstrate the precise signature of genes within less defined brain regions that are unable to be distinguished from bulk or single-nuclei transcriptomic datasets alone.

**Fig. 5:**
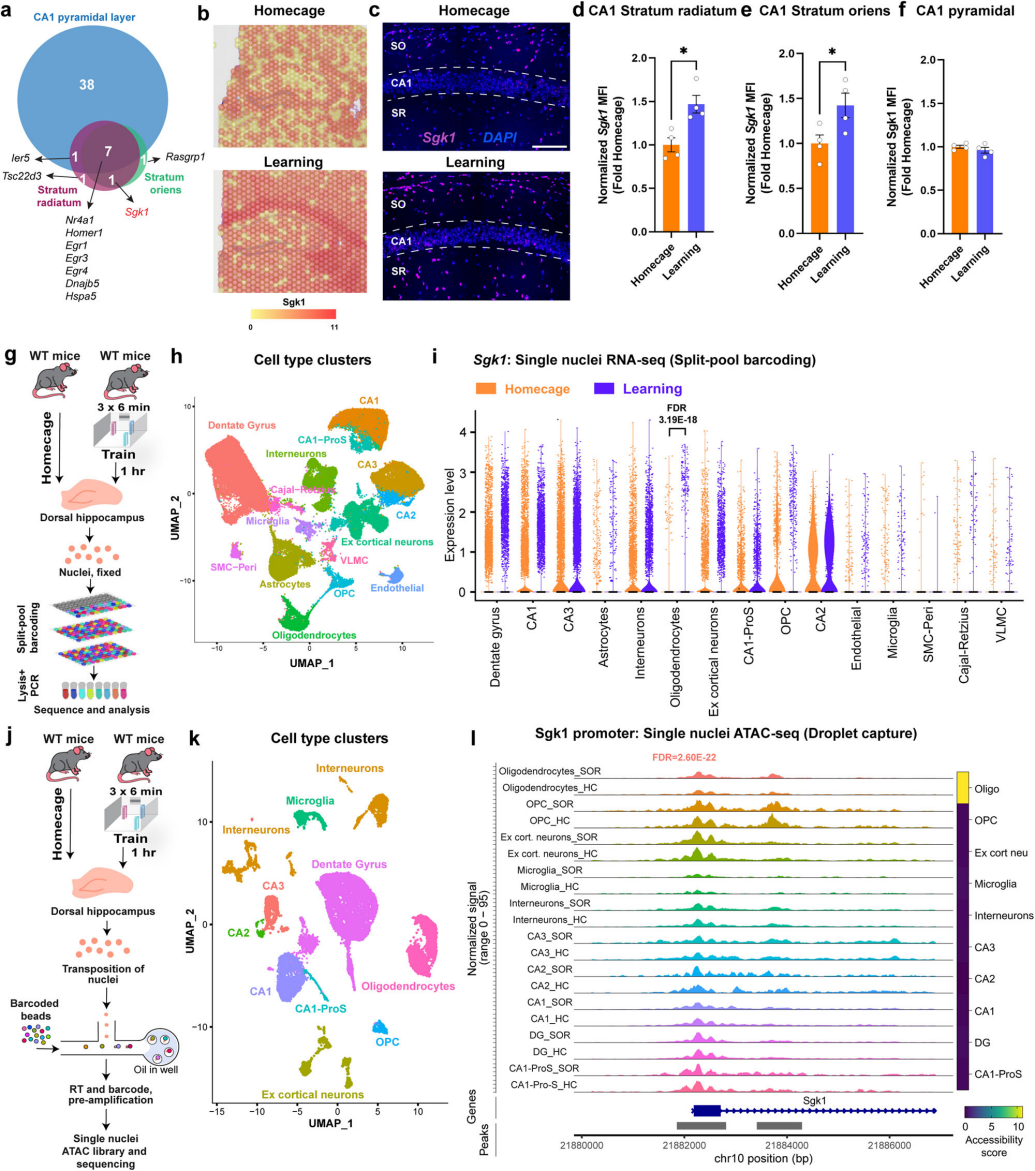
Region and cell type specific expression of Sgk1. **a** Venn diagram showing the overlap of upregulated genes exclusive to area CA1 pyramidal layer, Stratum Oriens, and Stratum Radiatum. **b** Representative heatmap of spatial gene expression data showing the expression of *Sgk1*. **c** In situ hybridization showing expression of Sgk1 in CA1 pyramidal later (CA1), CA1 stratum radiatum (SR) and CA1 stratum oriens (SO) in homecaged (HC) and SOR-trained animals. Scale bar represents 200 μm. **d** Quantification of the data from c showing *Sgk1* expression in SR. Homecage (*n* = 4), learning (*n* = 4). Unpaired t test: *t* (6) = 3.613, *p* = 0.0112. Error bars represent ± SEM. **e** Quantification of the data from c showing *Sgk1* expression in SO. Homecage (*n* = 4), learning (*n* = 4). Unpaired t test: *t* (6) = 2.541, *p* = 0.0440. Error bars represent ± SEM. **f** Quantification of the data from c showing *Sgk1* expression in CA1 pyramidal layer. Homecage (*n* = 4), learning (*n* = 4). Unpaired *t* test: t (6) = 1.046, *p* = 0.3359. Error bars represent ± SEM. **g** Experimental design of single nuclei RNA seq using split-pool barcoding method. Homecage (*n* = 6 mice), SOR (*n* = 6 mice), males only. **h** UMAP from split-pool barcoding approach showing cell type-specific clusters from the dorsal hippocampus. **i** Violin plot showing expression of *Sgk1* across all the cell types between home cage and learning. **j** Experimental design of the single nuclei ATAC seq using droplet capture method. (*n* = 4 mice), SOR (*n* = 4 mice), males only. **k** UMAP showing cell type-specific clusters from dorsal hippocampus based on promoter accessibility of marker genes. **l** Coverage plot showing expression of *Sgk1* across all the cell types between home cage and learning. The quantification of differential accessibility (accessibility score) of the Sgk1 promoter after SOR is represented by the heatmap on the right. The accessibility score was calculated by multiplying fold change with -log10 *p* value.

## Discussion

In this study, we uncover a precise transcriptomic signature exhibited by different hippocampal subregions at a critical early timepoint during memory consolidation. While previous work has focused on gene expression changes in the whole hippocampus^38,39,55,76^ and individual subregions^40–42,44^, our study provides a comprehensive analysis of simultaneous transcriptomic changes spatially distributed across the hippocampal subregions in response to learning. Moreover, we demonstrated that blocking the activity of the Nr4a subfamily of transcription factors selectively within CA1 leads to long-term memory deficits.

The CA1 pyramidal layer, stratum radiatum, and oriens of the dorsal hippocampus are critical regions for encoding spatial memory^77^. While these principal layers play a role in generating spatial maps of the environment^7,46^, the granule cells within the DG are thought to provide stable representations of a specific environment^78–80^. In this study, we identified differential expression patterns for important IEGs related to transcriptional regulation in the CA principal layers (CA1 and CA2 + 3) after spatial exploration. *Nr4a1* and *Egr3* were predominantly induced in CA1 subregions, whereas *Arc*, *Nr4a2*, *Per1*, and *Dusp5* were upregulated in CA1 and CA2 + 3 regions. IEGs *Egr1* and *Homer1* were found to be upregulated in all subregions studied, while *Gadd45b* and *Per2* were induced exclusively in DG. This subregion-specific expression could contribute to the afferent and efferent connections within the hippocampus, observed within our specific time point at 1 h. Differential gene induction within a timeframe has been correlated with the activation of engram ensembles^4–7^ and place codes underlying spatial maps^7,46^. Although we found that the CA1 subregion exhibited a greater number of IEGs associated with engram ensembles^5–7^, we observe a greater number of DEGs in DG compared to CA1 following spatial exploration. This is consistent with single nuclei data from activated and non-activated neurons from DG and CA1^48^. Our study identified transcriptomic signatures within the two understudied hippocampal subregions, CA1 stratum radiatum and oriens, which have been challenging to delineate using conventional single-cell sequencing strategies due to a lack of specific marker genes. Overall, our study elucidates the transcriptomic diversity that exists among hippocampal subregions and helped define a spatial map during an early window of memory consolidation.

The Nr4a subfamily, *Nr4a1, Nr4a2*, and *Nr4a3*, serve as major regulators of gene expression in the hippocampus during memory consolidation^59,60,72,73,81,82^. *Nr4a1* and *Nr4a2* are necessary for object location memory in the dorsal hippocampus, while only *Nr4a2* is necessary for object recognition memory^72^. Impairments in Nr4a function^59,83^ lead to long-term memory deficits^56,59^ and reduced transcription-dependent long-term potentiation (LTP) in CA1^84^. On the contrary, overexpression or pharmacological activation of Nr4a family members ameliorates memory deficits in mouse models of Alzheimer’s disease and related dementias (ADRD) and age-associated memory decline^59,60,71,85^. Our identification of upregulation of all Nr4a subfamily members after learning in CA1 confirms findings from previous studies using hippocampus-dependent learning tasks^71,72,86,87^. We further demonstrate that the CA1-specific expression of the Nr4a subfamily is functionally relevant to long-term spatial memory within the hippocampus. Thus, understanding the spatial component of learning-induced transcriptomic heterogeneity in the hippocampal cell layers strongly supports the concept of subregion-specific dissociation as a molecular mechanism underlying memory consolidation.

The basal dendrites of CA1 pyramidal neurons make up stratum oriens, while stratum radiatum consists of apical dendrites. Both stratum radiatum and oriens receive inputs from CA3 Schaffer collaterals^88^. We found upregulation in *Nr4a1*, *Homer1*, *Egr1*, *Egr3*, *Egr4, Dnajb5, and Hspa5* in the CA1 pyramidal layer, CA1 stratum radiatum and oriens. Interestingly, *Sgk1* was restricted only to the stratum oriens and stratum radiatum and is known to have a functional role in memory consolidation. Expression of a dominant negative Sgk1 within CA1 impaired spatial memory^32^, whereas constitutively active Sgk1 enhanced spatial memory^31^. Furthermore, in an APP/PS1-based ADRD model, *Sgk1* was downregulated in the hippocampus, whereas overexpression of Sgk1 could ameliorate spatial memory deficits^34^. Sgk1 regulates the *Egr1* expression^89^, an IEG that we found upregulated in all subregions of the hippocampus following learning. Our single-nuclei transcriptomic and epigenomic studies revealed that *Sgk1* is induced within oligodendrocytes of stratum radiatum and oriens. Oligodendrocytes form myelin sheath for the axons of CA1 pyramidal cells^66^, suggesting that the role of Sgk1 in the dorsal hippocampus lies within these supporting subregions of CA1. Studying the spatial patterns of learning-responsive genes like *Sgk1* further defines the role of each hippocampal subregion in memory consolidation.

We identified two upregulated pathways in DG that are involved in protein kinase inhibitor activity and protein processing in the endoplasmic reticulum (ER). We have recently shown that learning induces the expression of molecular chaperones localized in the ER, and this protein folding machinery is critical in synaptic plasticity and long-term memory consolidation^59^. Here, our spatial transcriptomics data shows upregulation of genes encoding chaperones in distinct subregions; *Hspa5* and *Dnajb5* across all the hippocampal subregions, *Xbp1*, *Sdf2l1* and *Dnajb1* in areas CA1 and DG, and *Pdia6* and *Creld2* exclusively in DG. This suggests that DG could have a prominent role in ER protein processing during an early time point after spatial learning, as ER chaperones are indeed critical mediators of long-term memory storage^59^. This work also suggests that there may be distinct protein processing complexes in different hippocampal subregions to facilitate the folding and trafficking of distinct proteins during memory consolidation.

We compared our DEGs detected from pseudobulk spatial transcriptomics with bulk RNA-seq and found a significant correlation between the profiles. Although we observed an overlap in DEGs, how the libraries were prepared, the amount of tissue and subregions sequenced, and statistical approach for each technique explains why we observe differences in gene expression from these two techniques. 

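Of the 38 genes called in the bulk libraries, 35 are protein-coding and 3 are of other types (*Gm19439*, *Gm26945* and *Gm37978*), of which *Gm26945* and *Gm37978* were chosen for naming after their values were seen. Of the genes tested, 15759 are protein-coding and 6259 are of other types. Of the counts in each library, 1.41% to 2.06% fell on *Rn7sk* and 1.09% to 1.23% on *Malat1*. All genes of the mitochondrial chromosome, its ribosomal RNA genes included, held 4.92% to 5.69%. These shares were chosen after the values were seen.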

We identified 105 more DEGs by bulk RNA-seq, possibly because this approach included all RNA, except ribosomal RNA, within all cell types and subregions of the entire dorsal hippocampus. Pseudobulk spatial transcriptomics included the poly-A mRNAs in barcoded dots selected within principal cell layers, stratum radiatum and oriens on a 10 µm brain slice. Any additional differences in overlap can be attributed to the type of statistical test used to compute significant changes in gene expression. Pseudobulk was analyzed by the rank-sum Kruskal-Wallis test, while bulk RNA-seq was analyzed by the conventional EdgeR statistical test. We could not use the same statistical test because EdgeR utilizes the mean instead of the median to compute fold-change and may increase the number of outliers or false positives for pseudobulk analysis. Therefore, some DEGs in bulk RNA-seq appeared as a lower fold-change in pseudobulk because they did not surpass the 1.4 threshold for the Kruskal-Wallis test, yet they still displayed differential expression following learning.

Our work demonstrates that the subregions of the dorsal hippocampus uniquely respond to learning by exhibiting distinct transcriptomic signatures. These subregions differ by their circuitry, cell types, and electrophysiological features. A criticism of the spatial transcriptomic approach is that it lacks cell-type specific information, yet we see changes in some non-neuronal genes after learning, such as *Sgk1*. Therefore, future studies will need to address heterogeneity between cell types of subregions and how they respond to neuronal activation after learning. Thus, combining spatial transcriptomics with single-cell transcriptomics and high throughput in situ approaches^90^ provides further insights into cell-type specific changes in gene expression across different hippocampal subregions, as well as subregions that are challenging to study due to a lack of marker genes or a small density of cells. This approach could be important for understanding differential gene expression patterns across the ventral hippocampus and other brain regions^91–93^ at various timepoints during memory consolidation. Our attempt to elucidate the spatial transcriptomic signature of memory provides the groundwork for future studies to understand the precise gene expression patterns underlying memory consolidation, and whether these signatures are affected in neurological disorders associated with memory impairments.

## Methods

### Data reporting

No statistical methods were used to predetermine the sample size.

### Mouse lines

Adult male C57BL/6 J mice were purchased from Jackson Laboratories were 2–3 months age during behavioral or biochemical experiments. All mice had free access to food and water and were maintained under pathogen-free conditions with a 12 h light/dark cycle, at a temperature of 21–22 °C and a relative humidity of 60–70% in the Animal care facility of the University of Iowa. All experiments were conducted according to US National Institutes of Health guidelines for animal care and use and were approved by the Institutional Animal Care and Use Committee of the University of Iowa, Iowa.

### Adeno-associated virus (AAV) constructs and stereotactic surgeries

AAV_2.2_-CaMKIIα-Nr4ADN and AAV_2.2_-CaMKIIα-EGFP were purchased from VectorBuilder (VectorBuilder Inc). Mice were anesthetized using 5% isoflurane, following which a steady flow of 2.5% isoflurane was maintained throughout the duration of the stereotactic surgery^59^. 1 µl of respective AAVs were injected into the dorsal hippocampal subregion CA1 (coordinates: anteroposterior, −1.9 mm, mediolateral, ±1.5 mm, and 1.5 mm below bregma) or DG (coordinates: anteroposterior, −1.9 mm, mediolateral, ±1.3 mm, and 2 mm below bregma). Following viral infusion, drill holes were closed with bone wax (Lukens) and the incisions were sutured.

### Spatial object recognition (SOR) task

All the behavioral tasks were performed during the light cycle between Zeitgeber time (ZT) 0 to 2. Animals were individually housed for 7 days before training. Animals were handled for 2 mins each day for 5 successive days before training. On the day of training, animals were habituated in an open field for 6 min, followed by three 6-min sessions inside the same open field containing three different glass objects placed in specific spatial locations with respective to a spatial cue inside the arena. An intertrial interval of 5 min was set in-between the three training sessions. 24 h later, the animals were returned to the arena with one of the objects displaced to a novel spatial coordinate. Exploration time around all the objects were then manually scored^59^. Percent preference towards the displaced object was calculated using the following equation:

$$	{Percent\; preference\; for\; displaced\; object}=\\ 	 \frac{({exploration\; towards\; the\; displaced\; object})}{({total\; exploration\; towards\; all\; objects})}x\, 100$$

For spatial gene expression, single nuclei experiments, and in situ experiments, animals were euthanized by cervical dislocation 1 h after the last training trial in the SOR task. Whole brains or hippocampal tissue were flash frozen and stored at −80 °C. Homecage animals were also euthanized at the same time to eliminate any circadian effect. Quantification of time spent in the inner and outer zones in the open field during the habituation sessions was performed using the EthoVisionXT software (Noldus Instruments)^60^.

### Spatial transcriptomics sample preparation

After rapidly euthanized by cervical dislocation, the brains from 8 mice were rapidly extracted and flash- frozen with −70 °C isopentane for 5 min. Frozen brains were stored at −80 C until sectioning. Mouse-frozen brains were embedded in an optimal cutting temperature medium (OCT) and cryosectioned at −20 °C with the Leica CM3050 S Cryostat. 10-microns of coronal sections from the brain region with dorsal hippocampus were placed on chilled Visium Tissue Optimization Slides (10X Genomics) and Visium Spatial Gene Expression Slides (10X Genomics). We used 8 brains (4 homecage and 4 SOR-trained animals), 1 slice per animal were placed on barcoded frames on a Visium slide (10X Genomics). Thus, we used 2 Visium slides with 4 frames each. Visium slides with the sections were fixed, stained, and imaged with Hematoxylin and Eosin using a 20X objective on an Olympus BX61 Upright Microscope. Tissue was then permeabilized for 18 min, which was established an optimal permeabilization time based on tissue optimization time-course experiments. The poly-A mRNAs from the slices were released and captured by the poly(dT) primers and precoated on the slide, including a spatial barcode and a Unique Molecular Identifiers (UMIs). After reverse transcription and second-strand synthesis, the amplificated cDNA samples from the Visium slides were transferred, purified, and quantified for library preparation. The fragmented cDNA samples were used to construct sequencing for Visium spatial transcriptome on a NovaSeq 6000 (Illumina) at a sequencing depth of 150 million total read pairs per mouse Visium sample.

### Spatial transcriptomics library preparation and sequencing

Sequencing libraries were prepared by the Iowa Institute of Human Genetics (IIHG) Genomics Division, according to the Visium Spatial Gene Expression User Guide. Each pooled library was sequenced on an Illumina NovaSeq 6000 using SBS chemistry v1.5 for 100 cycles, at a sequencing depth of 200 million total read pairs. Data processing of Visium data, raw FASTQ files and images were output with Space Ranger software (Version 1.3.1) and analyzed downstream by Partek Flow (Partek Inc.) with their single-cell analysis pipeline, mm10 reference genome was used for gene alignment.

### Spatial transcriptomics data analysis

Space Ranger outputs were uploaded to Partek Flow (Build version 10.0.23.0720) for downstream analyses. The read counts were normalized by the counts per million (CPM) method and transformed to log2(CPM + 1). A general linear model was applied to correct for batch effect between the two sets of experiment. Hippocampal subregions were selected based on biological knowledge using anatomical structures apparent on the H&E staining images. The pyramidal layers of CA1, CA2 + CA3 and the granular and molecular layer of DG were selected for their role in neuronal excitability, synaptic plasticity, and memory. Additionally, CA1 stratum radiatum and oriens were also selected due to their roles in neuronal circuitry. Differential gene expression analysis was performed using the non-parametric Kruskal-Wallis rank sum test because this type of tests have been the most widely used approach in the field of single-cell transcriptomics (Squair et al. 2021). Because each cell is assumed to be a biological replicate in scRNA-seq, the same assumption is made here for each visium spot, which generates a big sample size that is handled correctly by the Kruskal-Wallis test. Gene-specific analyses were filtered with false discovery rate (FDR) < 0.05 and fold change > |1.4 | . The spots assigned to the hippocampus of a Visium slide are spaced apart from each other (i.e., do not overlap) and correspond to a unique set of cells within the tissue sample. Therefore, the expression profile measured at each spot can be treated as an independent observation. This approach gives a sufficient sample size for statistical power to detect differences in gene expression^94^. Statistical analyses of spots as sample sizes must account for spatial autocorrelation of gene expression levels and genes with statistically significant spatial patterns^95^. Spatial autocorrelation is a statistical phenomenon that occurs when observations within a spatially defined region are more similar to each other than to observations from other regions. For our spatial transcriptomics, gene expression levels measured at adjacent spots on the Visium slide are likely to be more similar to each other than to spots that are further apart. By accounting for spatial autocorrelation, we can depict each spot as an independent observation for accurate and precise transcriptomic analysis.

### Bulk RNA extraction, cDNA preparation and gene expression analysis

Dorsal hippocampi were dissected and immediately stored at −80 °C in RNAlater solution (Ambion). For RNA total extraction, hippocampi were homogenized in Qiazol (Qiagen) using stainless steel beads (Qiagen). Chloroform was then added, and the homogenate was centrifuged at 12,000 × *g* at RT for 15 min. Aqueous phase containing RNA was precipitated using ethanol and then cleaned using the RNeasy kit (Qiagen). RNA was eluted in nuclease-free water, treated with DNase (Qiagen) at RT for 25 min and precipitated in ethanol, sodium acetate (pH 5.2) and glycogen overnight at −20 °C. Precipitated RNA samples were centrifuged at top speed at RT for 20 min, washed with 70% ethanol and centrifuged at top speed for 5 min, dried and resuspended in nuclease-free water. RNA concentrations were estimated using a Nanodrop (Thermo Fisher Scientific). cDNAs were prepared from 1 µg RNA using the SuperScript™ IV First-Strand Synthesis System (Ambion). Real-time RT-PCR reactions were performed in a 384-well optical reaction plate with optical adhesive covers (Life Technologies). Each reaction was composed of 2.25 μl cDNA (2 ng/ul), 2.5 μl Fast SYBR™ Green Master Mix (Thermo Fisher Scientific), and 0.25 μl of primer mix (IDT). Three technical replicates per reaction was performed on the QuantStudio 7 Flex Real-Time PCR system (Applied Biosystems, Life Technologies). Data was normalized to housekeeping genes (*Tubulin*, *Pgk1* and *Hprt*) and 2^(-ΔΔCt)^ method was used for gene expression analysis. The oligonucleotide sequence of the qRT-PCR primers used were: Sgk1 (FW: 5’ GCCAAGTCCCTCTCAACAAA 3’; Rev 5’ CCCTTTCCGATCACTTTCAA 3’), Nr4a1 (FW 5’ AAAATCCCTGGCTTCATTGAG 3’; REV 5’ TTTAGATCGGTATGCCAGGCG 3’), Tubulin (FW 5’ ATGCGCGAGTGCATTTCAG 3’; REV 5’ CACCAATGGTCTTATCGCTGG 3’), Pgk1 (FW 5’ CGAGCCTCACTGTCCAAACT 3’; REV 5’ TCTGTGGCAGATTCACACCC 3’), Hprt (FW 5’ TTGCTGACCTGCTGGATTACA 3’; REV 5’ CCCCGTTGACTGATCATTACA 3’).

### Library preparation and sequencing from bulk RNA

RNA libraries were prepared at the Iowa Institute of Human Genetics (IIHG), Genomics Division, using the Illumina TruSeq Stranded Total RNA with Ribo-Zero gold sample preparation kit (Illumina, Inc., San Diego, CA). Library concentrations were measured using KAPA Illumina Library Quantification Kit (KAPA Biosystems, Wilmington, MA). Pooled libraries were sequenced on Illumina NovaSeq6000 sequencer with 150-bp Paired-End chemistry (Illumina) at the IIHG core.

### Bulk RNA-seq analysis

Sequencing data was processed with the bcbio-nextgen pipeline (https://github.com/bcbio/bcbio-nextgen). The pipeline uses STAR^96^ to align reads to the genome and quantifies expression at the gene level with featureCounts^97^. All further analyses were performed using R. For gene level count data, the R package EDASeq was used to account for sequencing depth (upper quartile normalization)^98^. Latent sources of variation in expression levels were assessed and accounted for using RUVSeq (RUVs)^99^. Appropriate choice of the RUVSeq parameter k was determined through inspection of RLE plots and PCA plots. Differential expression analysis was conducted using edgeR^100^.

### Single nuclei RNA-sequencing using SPLiT-pool barcoding

Frozen hippocampal tissue was homogenized in 700 μl of homogenization buffer (250 mM Sucrose, 25 mM KCl, 5 mM MgCl_2,_ 10 mM Tris buffer (pH-8), 1 μM DTT, and 0.1% Triton X-100; supplemented with RNAse Inhibitors) using Dounce homogenizers. The homogenate was filtered through 40 μm strainer and centrifuged at 600*g for 4 min at 4 °C. The pellet was resuspended in 1 ml of 1X PBS containing 1% BSA and centrifuged at 600*g for 4 minutes at 4 °C. The pellet was resuspended in 200 μl of 1X PBS and passed through a 40 μm cell strainer.

Postnuclear extraction, nuclear fixation was performed according to the manufacturer’s manual (Fixation Kit, Parse Biosciences). A total of 4 million nuclei was transferred into a 15 mL falcon tube, centrifuged at 200*g for 10 min at 4 °C, and resuspended in ice-cold Nuclei Buffer containing 0.75% BSA. Resuspended nuclei were then strained through a 40 μm cell strainer, after which 250 μl of Nuclei Fixation Solution was added. After 10 minutes of incubation on ice, 80 μl od ice-cold Nuclei Permeabilization Buffer was added, and the nuclei were then centrifuged at 200*g for 10 min at 4 °C. The nuclear pellet was resuspended in 300 μl of Nuclei Buffer and passed through a 40 μm cell strainer. Nuclei DMSO was then added to the nuclei and stored in −80 °C until the commencement of single-nuclei RNA-Seq.

Single nuclei RNA-Seq was also performed according to the manufacturer’s protocol (Single Whole Cell Transcriptome Kit, Parse Biosciences). Briefly, RNA from the fixed nuclei were subjected to multiple rounds of reverse transcription barcoding and ligation barcoding in customized 96-well thermocycler plates that contain barcoded primers in each well. After the final round of thermocycling, nuclei were pooled together and distributed into 8 sublibraries. Barcoded DNA in each sublibrary was then amplified, following which Template Switching and SPRI Clean-Up steps were performed. Sublibraries were then subjected to Fragmentation, End Repair, and A-Tailing; followed by Post-Fragmentation Double sided SPRI selection, Adaptor Ligation, and Sublibrary Index PCR. Finally, post-Amplification double-sided size selection was performed before sequencing them on an Illumina Novaseq Sequencer.

### SPLiT-seq analysis

Prior to running the pipeline, Fastq files of each sublibrary from separate lanes were concatenated into one (i.e. cat sublibrary1_read1_L001.fastq.gz sublibrary1_read1_L002.fastq.gz > sublibrary1_read1_concat.fastq.gz). Pre-processing of SPLIT-seq data was performed using the split-pipe pipeline developed by Parse Bioscience (v0.9.6p), --mode comb --kit WT). First the data were processed by the pipeline from each sublibrary individually (using split-pipe --mode all). Then the processed data from each sublibrary were combined into a single dataset (using split-pipe --mode comb).

Downstream analyses were carried out using R programming language (version 4.2.2) and packages like Seurat. The raw count matrix was obtained by reading and parsing the pipeline output files using the “ReadParseBio” function. Empty gene names in the matrix were identified and replaced with the label “unknown”. Cell metadata, including sample information, was read from a CSV file. A Seurat object was created, specifying minimum gene and cell thresholds for filtering, and the sample categories were assigned based on the original “sample” column in the metadata. Normalization of the expression data was performed using the NormalizeData function in Seurat. The most 2000 variable features were identified using the FindVariableFeatures function with the “vst” selection method. The data were then scaled using the ScaleData function. Principal component analysis (PCA) was conducted using the RunPCA function to reduce the dimensionality of the data (npcs = 50). The resulting principal components were used to find cell-to-cell relationships by calculating neighbors and clusters. The FindNeighbors function identified neighboring cells based on PCA dimensions (reduction = “pca”, dims = 1:20), and the FindClusters function assigned cells to clusters using a 0.3 resolution. Cluster identities were assigned to cells using the Idents function. Clusters were reordered according to their similarity using the BuildClusterTree function. To visualize the cell clusters, non-linear dimensional reduction technique such as Uniform Manifold Approximation and Projection (UMAP) was applied using the RunUMAP function (reduction = “pca”, dims = 1:20), and the DimPlot function was used to create a UMAP plot with clusters color-coded (reduction = “umap”). To assess the expression of specific genes in certain clusters, a list of marker genes was generated. The FeaturePlot function was used to visualize the expression of these marker genes. Additionally, a list of clusters was created to group related cell types for subsequent merging. Cells within clusters were merged based on the created list of cell types and corresponding clusters using a for loop. The merged clusters were assigned new identities. Differential gene expression analysis was performed using the FindMarkers function with the Wilcoxon statistical test, comparing samples from the HC and SOR conditions. Genes that surpass the 0.2 threshold log2FC and FDR < 0.05 were considered significant.

### Nuclei Isolation and single nuclei ATAC-Seq

Nuclei isolation for Single-Cell ATAC-Seq was performed according to the manufacturer’s manual (Chromium Nuclei Isolation Kit, 10x Genomics). Briefly, frozen hippocampal tissue was homogenized in 500 μl of pre-chilled lysis buffer using Dounce homogenizers. The homogenate was then transferred into pre-chilled Nuclei Isolation Columns, and the columns were centrifuged at 16000*g for 30 seconds at 4 °C. The flowthrough was briefly vortexed for 10 seconds, followed by centrifugation at 500*g for 3 min at 4 °C. The nuclear pellet was resuspended in 500 μl of Debris Removal Buffer and centrifuged at 700*g for 10 min at 4 °C. The nuclear pellet was then resuspended in 1 ml of Wash Buffer, centrifuged at 500*g for 5 min at 4 °C, and finally resuspended in 50 μl of Resuspension Buffer. The Single Cell ATAC-Seq protocol, comprising of the Transposition, GEM Generation, Barcoding, and Library Construction steps were carried out according to the manufacturer’s protocol (Chromium Next GEM Single Cell ATAC Kit, 10x Genomics). Libraries were sequenced in paired end in Illumina Novaseq.

### Single nuclei ATAC-sequencing data analysis

scATAC-seq data analysis was performed using the R programming language (version 4.2.2) and packages like Seurat (version 4.3.0) and Signac (version 1.9.0). The analysis pipeline assumed that the cell ranger-ATAC pipeline (cellranger-atac-2.0.0) from 10x Genomics had already been run.

Seurat objects were created for each individual dataset (HC and SOR), using the peak/cell matrix and cell metadata files were generated by cellranger-atac. Fragment files were associated with each Seurat object. Quality control metrics were computed for each cell, including nucleosome signal score, TSS enrichment score, blacklist ratio, and fraction of reads in peaks. Outlier cells were removed based on predefined criteria (peak_region_fragments >3000 & peak_region_fragments <20000 & pct_reads_in_peaks >15 & nucleosome_signal <4 & TSS.enrichment >2). Gene annotations for the mouse genome were added to the Seurat object using the GetGRangesFromEnsDb function. Normalization and linear dimensional reduction were performed using the Seurat functions FindTopFeatures, RunTFIDF, and RunSVD. Non-linear dimension reduction was performed using the RunUMAP function (reduction = ‘lsi’, dims = 2:30). Clustering was performed using the FindNeighbors (reduction = ‘lsi’, dims = 2:30) and FindClusters (algorithm = 3, resolution = 1.2) functions. All samples were merged into one Seurat object using the Merge function. The combined data was visualized using UMAP to ensure that no cluster of cells were present in one condition and not the other. Gene activity matrix was created with a window of 2000 bp before and after the transcription start site of each gene and added as a new assay to the Seurat object, and the data were normalized using the NormalizeData function (assay = ‘RNA’, normalization.method = ‘LogNormalize’, scale.factor = median(seuratobject$nCount_RNA)). Identification of cell types was performed by loading previously processed SPLIT-seq data for homecage condition. Transfer anchors were then identified between the SPLIT-seq data and the gene activity matrix of the scATAC-seq data using the FindTransferAnchors function. Predicted labels from the SPLIT-seq data were transferred to the scATAC-seq data using the TransferData function. Finally, differential accessibility analysis was performed on the gene activity matrix to identify differentially accessible promoters between conditions for a specific cell type. Coverage plots were generated for specific genes of interest.

### Molecular function enrichment analysis

The identified DEGs were analyzed for molecular function enrichment analysis by using the ClueGO and CluePedia plug-ins of the Cytoscape 3.9.0 software in “Functional analysis” mode against the Gene Ontology Molecular Function (4691 terms) database. The GO Term Fusion was used allowing for the fusion of GO parent-child terms based on similar associated genes. The GO Term Connectivity had a kappa score of 0.4. The enrichment was performed using a two-sided hypergeometric test. The *p* values were corrected with a Bonferroni step-down approach. Only significant molecular function with corrected *p* values < 0.05 were displayed. UpSet plots were generated using the online software ExpressAnalyst. Data was plotted using the distinct mode.

### In situ hybridization (RNAscope)

In situ hybridization was performed on 20 μm coronal brain sections from SOR-trained and homecaged animals using the RNAscope™ Multiplex Fluorescent Reagent Kit v2 (Advanced Cell Diagnostics). Briefly, fixed frozen brains were sectioned on a Cryostat and mounted on Superfrost™ Plus microscope slides (Fisherbrand). Slides then underwent serial dehydration in Ethanol, followed by Hydrogen Peroxide treatment, Target Retrieval, and Protease III treatment. Hybridization of probes was done at 40 °C for 2 h in an HybEZ oven using probes against *Sgk1, Nr4a1, Nr4a2*, and *Arc*. The probe signals were amplified with Preamplifier 1 (Amp 1-FL) and counterstained with OPAL dyes (Akoya Biosciences). The slides were mounted with Vectashield Antifade Mounting Medium with DAPI (Vector Laboratories) and stored in 4 °C until they were imaged.

### Confocal imaging and RNAScope analysis

Following in situ hybridization, high magnification images of the hippocampus were obtained in an Olympus FV 3000 confocal microscope using a 40X NA = 1.25 oil immersion objective at 800 × 800-pixel resolution and 1.5X optical zoom. All images (16 bit) were acquired with identical settings for laser power, detector gain and pinhole diameter for each experiment and between experiments. Images from the different channels were stacked and projected at maximum intensity using ImageJ (NIH). Hippocampal subregion-specific Mean Fluorescence Intensity (MFI) and colocalization analyses were performed using ImageJ plugins.

### Western blot analysis

Whole-cell lysates were run on a 4–20% Tris-HCl Protein Gel (BIO-RAD, # 3450033) and transferred to methanol-activated polyvinylidene difluoride membranes. Membranes were blocked with Odyssey® Blocking Buffer in TBS (LI-COR) and incubated overnight at 4 °C with the following primary antibodies: pan-HA (1:1000, Cell signaling), YFP (1:1000, Abcam), and Actin (1:10,000, ThermoFisher Scientific). Membranes were washed and incubated with anti-rabbit IRDye 800LT (1:5000, LI-COR, # 926-32211) and anti-mouse IRDye 680CW (1:5000, LI-COR, #926-68022). Images were acquired using the Odyssey Infrared Imaging System (LI-COR). Quantification of western blot bands was performed using Image Studio Lite ver5.2 (LI-COR).

### Immunohistochemistry and confocal imaging

Animals were anesthetized using a steady flow of 5% isoflurane and perfused with 4% PFA, and 20 μm coronal brain sections were made in a cryostat. Free-floating sections were washed with PBS and mounted on on Superfrost™ Plus microscope slides (Fisherbrand). The sections were air-dried, followed by coverslip mounting with Vectashield® Antifade Mounting Medium with DAPI (Vector Laboratories). Slides were then imaged using the Olympus FV3000 confocal microscope with a 10X NA = 0.4 objective at 800 × 800-pixel resolution.

### Statistics

Behavioral and biochemical data were analyzed using unpaired two-tailed *t* tests and either one-way or two-way ANOVAs (in some cases with repeated measures as the within subject variable). Sidak’s or Dunnett’s multiple comparison tests were used for post hoc analyses where needed. Differences were considered statistically significant when *p* < 0.05. As indicated for each figure panel, all data are plotted in either bar graphs, in which symbols represent each data point, or in dot plots, where each symbol represents an individual data point. Graphs were plotted as mean ± SEM.

### Ethics

All procedures on mice in this study were approved by the Institutional Care and Use Committee at the University of Iowa.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

### Source data

Source data

## Data Availability

The sequencing data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession code GSE223066. Sequencing files for bulk RNA-seq, spatial transcriptomic, SPLIT-seq and snATAC-seq have been made publicly available through GSE223066. The mm10 reference genome for the respective transcriptomic approaches can be found in the following hyperlinks: mm10 reference genome for spatial transcriptomic mm10 reference genome for BCBio bulk RNA-seq pipeline mm10 reference genome for snATAC-seq mm10 reference genome for split-pipe pipeline. Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

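Bulk RNA-seq was measured in the dorsal hippocampus of 8 male C57BL/6J mice, 4 kept in the homecage and 4 euthanized 1 h after SOR training. The paper's methods name a total RNA kit with depletion of ribosomal RNA, while the deposited sample labels name polyA RNA; the methods also name alignment with STAR and gene counts from featureCounts within bcbio-nextgen. As deposited by the authors, the values are estimated counts per gene that were summarized with tximport without normalization, 1 column per mouse, and 52.5% of them are not whole numbers. Whether a scaling from abundance entered that summary is not stated in the paper's text. The spatial, single-nucleus and ATAC data of the paper have no count tables among the files used, and they were not analysed here; where pseudobulk values are named, they are the paper's.

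Gene positions and types were taken from GENCODE M21 (GRCm38), which has a record for 54495 of the 54532 genes. Counts were rounded, genes were filtered with filterByExpr of edgeR, and 22018 genes remained. Upper-quartile factors scaled the libraries. The 4 SOR samples were compared with the 4 homecage samples with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, and p was adjusted with the Benjamini-Hochberg method over the genes tested. A gene was called at an adjusted p under 0.05 and a fold change above 1.4. Standard errors were derived from the log2 fold change and the F statistic. Single genes were also compared with an exact two-sided permutation test on log2 CPM over the 70 assignments of 4 against 4, whose smallest p is 0.0286. A fold change against a group with 0 counts in every library was bounded with a floor of 3 counts per library, which covers counting error only. Total counts per library lay between 51406011 and 81525977. Between replicates the chi-square per degree of freedom was 11.9 to 54.1, so the spread between mice exceeds counting error.

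Genes were named by a rule. It takes every gene the paper names or labels in Fig. 2a-c for bulk RNA-seq or for its comparison with pseudobulk, the genes it names for spatial or single-nucleus data, and the 5 largest rises and the 5 largest falls by log2 fold change among called genes with a mean of at least 1 CPM and with SOR values beyond all homecage values, together with sex-linked genes as a check of the labels and members of the gene lists. Genes named outside this rule are marked as chosen after their values were seen. The 17 gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01. The test was two-sided, with Benjamini-Hochberg adjustment over the lists. Beside it, fry and camera with an estimated correlation were run. Camera at the correlation of 0.01 and fry were also run without list members whose published values had been seen. The lists are immediate early, heat shock, unfolded protein response and glucocorticoid response genes, and markers of mature oligodendrocytes, newly formed oligodendrocytes, oligodendrocyte precursors, astrocytes, microglia, endothelial cells, choroid plexus, red blood cells, CA1, CA3, dentate granule, thalamus and inhibitory neurons.

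The comparison, the lists and most of the alternatives were fixed before the data were examined. These alternatives were TMM, RLE and library size scaling, a filter of more than 5 counts in at least 2 samples, no filter, the likelihood ratio test of edgeR, DESeq2 1.42.0, limma-voom, the likelihood ratio test with 1, 2 or 3 RUVs factors, the replicate number as a block, counts that were not rounded, no fold-change threshold, a test against a fold change of 1.4, and each sample left out in turn. Alternatives chosen after seeing the data were 1 RUVs factor with the quasi-likelihood test, RUVs factors with the filter of more than 5 counts and the likelihood ratio test, the likelihood ratio test and every other alternative with all samples at an adjusted p under 0.05 without a fold-change threshold, and fry without the members whose values had been seen. The fits were also tested on simulated data in which 200 of 22018 genes changed. The quasi-likelihood test recovered 99% of these, and 6.6% of its calls were genes that had not changed. The changed genes were drawn from the better expressed ones, each with a fold change above 1.4. The recovery therefore does not cover smaller changes or genes with few counts. In simulated data without a changed gene the quasi-likelihood test made 0 calls and the likelihood ratio test made 8. The fits with 1, 2 and 3 RUVs factors made 13, 21 and 41. Genes were simulated independently, without variation shared within a sample, so these counts cannot judge RUVs on the real samples. Tables were made with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6.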

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

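The tests on SOR replicate 1 described here were chosen only after its values had been seen, and so were the genes *Ttr*, *Gm11532*, *Rn7s1* and *Rn7s2*. In each group of 4 samples, the gap between the most distant sample and its nearest neighbour was divided by the range of the group. This ratio was above Dixon's 95% critical value for 4 samples in 25 of the 182 groups examined, and chance gives about 9.1.

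Of the named genes, 12 had SOR replicate 1 as the most distant sample among those related to heat shock, protein folding in the endoplasmic reticulum or cold response. Higher in this sample were *Hspa1b* (ratio 0.859), *Hspa1a* (0.844), *Hspa5* (0.906), *Dnajc3* (0.872), *Herpud1* (0.87), *Pdia6* (0.875), *Pdia4* (0.931), *Hspb1* (0.924), *Xbp1* (0.965), *Sdf2l1* (0.872) and *Creld2* (0.96), and lower was *Cirbp* (0.859). *Xbp1* had 87.7 CPM in it and 62.8 to 63.7 CPM in the other SOR samples, *Creld2* 23.4 against 11.9 to 12.3 CPM, and *Cirbp* 15.4 against 23.3 to 24.6 CPM. The genes of the unfolded protein response list, as a mean of log2 CPM relative to each gene's mean, stood at 0.44 in SOR replicate 1 and between 0.006 and 0.021 in the other SOR samples, and the heat shock list stood at 0.481 and between 0.029 and 0.059. A larger library was tested as a technical explanation: SOR replicate 1 held 72070472 counts, but homecage replicate 4 held 81525977 with an unfolded protein response score of -0.156, which argues against it. Choroid plexus tissue cannot be told apart from other explanations, since across the other 7 samples the deviations of *Ttr* and of the score from their group means had a Pearson r of 0.32 (exact permutation p = 0.53) and a Spearman rho of 0.25 (exact permutation p = 0.59), and 7 samples are too few to exclude a relation. Time to dissection and differences in stress between mice are not recorded in the labels, and a biological response of this mouse stays open and untested. *Olfr1344* was detected among SOR samples in replicate 1 only (ratio 1.0), at 0.269 CPM or 20.1 counts. No explanation was tested for it.

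Homecage replicate 1 was the most distant sample of its group for *Egr2* (0.919), *Dnajc3* (0.897), *Pdia4* (0.92), *Xbp1* (0.899), *Shisa4* (0.921), *Gm11532* (0.924) and the share of counts on mitochondrial genes (0.925). *Egr2* had 1.85 CPM in it and 0.875 to 0.954 CPM in the other homecage samples, and the mitochondrial share was 4.92% against 5.63% to 5.69%. This library also had the highest share of *Rn7s1* and *Rn7s2*, 13.2%. Homecage replicate 3 was the most distant for *Polg* (0.963; 39.3 against 51.5 to 51.9 CPM), *Cables1* (0.839), *Gadd45b* (0.885) and *Rbm3* (0.86), and SOR replicate 2 for *Eif2s3y* (0.911). No technical or biological explanation was tested for these samples, and the labels give no batch.

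The paper does not discuss the 4 genes with the largest falls among called genes with a mean of at least 1 CPM. Their log2 fold changes were -0.73 for *Pars2* (adjusted p = 0.03 from edgeR's quasi-likelihood test), -0.68 for *Enpp6* (adjusted p = 0.0142), -0.66 for *Kcnj2* (adjusted p = 0.0435) and -0.54 for *Fbxo32* (adjusted p = 0.00636), and all 4 SOR samples were below all 4 homecage samples for each. With 1 sample left out, *Fbxo32* passed the threshold in 8 of 8 fits, *Enpp6* in 5, and *Pars2* and *Kcnj2* in 1 each. *Kcnj2* was lost with library size scaling and limma-voom, and *Pars2* with the replicate number as a block. The test against a fold change of 1.4 called none of the 4. No technical or biological explanation was tested for single genes among them.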

How the results depend on the processing

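The tests on other splits of the samples under the likelihood ratio test and RUVs, and the alternatives marked here as chosen after seeing the data, were chosen only after the main counts were known. The 33 genes called higher and 5 called lower became 37 and 5 with TMM or RLE factors, 30 and 4 with library size alone, 34 and 5 with a filter of more than 5 counts in at least 2 samples, 38 and 8 without a filter, 32 and 4 with limma-voom, 27 and 3 with the replicate number as a block, and 33 and 5 without rounding. With the likelihood ratio test they were 69 and 36, with DESeq2 94 and 30, and with 1, 2 or 3 RUVs factors and the likelihood ratio test 82 and 49, 104 and 87, and 105 and 98. Without the fold-change threshold they were 60 and 8, and in the test against a fold change of 1.4 they were 7 and 1. Leaving out 1 sample gave 21 to 33 genes higher and 2 to 5 lower: 21 higher without homecage replicate 2 and without homecage replicate 4, and 2 lower without homecage replicate 2 and without SOR replicate 3. Chosen after seeing the data were 1 RUVs factor with the quasi-likelihood test (34 and 8), the likelihood ratio test without a fold-change threshold (145 and 69), and RUVs factors with the filter of more than 5 counts in 2 samples and the likelihood ratio test (102 and 69, 130 and 132, and 136 and 165 for 1, 2 and 3 factors). Also chosen after seeing the data was every other alternative with all samples without a fold-change threshold: 74 and 9 with TMM factors, 73 and 8 with RLE factors, 47 and 6 with library size alone, 63 and 8 with the filter of more than 5 counts, 72 and 12 without a filter, 299 and 108 with DESeq2, 55 and 8 with limma-voom, 37 and 3 with the replicate number as a block, 60 and 8 without rounding, 63 and 11 with 1 RUVs factor and the quasi-likelihood test, 196 and 101, 302 and 196, and 293 and 212 with 1, 2 and 3 RUVs factors and the likelihood ratio test, and 219 and 116, 347 and 241, and 360 and 287 when the filter of more than 5 counts was added to these. Of the 38 called genes, 38 were also called with the likelihood ratio test and with each number of RUVs factors, 37 with DESeq2, 35 with limma-voom and 26 with the replicate number as a block. The cause was not tested. The number of tested genes changed with the filter, to 25518 and to 35183 without one.

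The 8 samples can be divided into 4 and 4 in 35 ways. For the quasi-likelihood test, 1 of the 35 splits, the real one, gave as many genes in either direction as the 33 higher, and 1 as the 5 lower, so chance can be excluded for both; the largest count in another split was 2. For the likelihood ratio test it was 1 split for the genes higher and 2 for the genes lower, and with 1 RUVs factor 2 and 3, so that chance is not excluded for the genes lower under that test or for either count with 1 RUVs factor. Another split gave 37 genes in one direction with the likelihood ratio test and 84 with 1 RUVs factor.

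Of the gene lists, the immediate early genes stayed past the threshold under every alternative run for the lists. Medians of the other lists that passed with camera did not pass under fry or an estimated correlation, with these log2 medians: heat shock 0.20 under both and 0.16 under fry on unseen members, unfolded protein response 0.21 under both and 0.16, mature oligodendrocyte -0.17 under both and -0.14, choroid plexus 1.23 under both and 1.19, and red blood cell 0.31 under all 3. The glucocorticoid response passed under fry and not under an estimated correlation (0.34) or under fry on unseen members (0.20). Red blood cell also did not pass with TMM factors (0.33), and microglia passed with the replicate number as a block (-0.0894). The direction of the test was reversed for astrocyte (0.0174) and CA3 neuron (-0.0357) under fry with all and with unseen members, and for endothelial (-0.0046) under both and with 1 RUVs factor as a covariate (-0.0144). With 1 sample left out, medians ranged from -0.11 to -0.0513 for newly formed oligodendrocyte, -0.0060 to 0.0229 for astrocyte, -0.14 to -0.0570 for microglia, -0.08 to 0.0450 for endothelial, 0.0779 (without SOR replicate 1) to 1.93 for choroid plexus, 0.19 to 0.40 for red blood cell, -0.0584 to 0.0340 for CA3 neuron, -0.11 to -0.0163 for dentate granule neuron, -0.15 to -0.0763 for thalamus and -0.0242 to 0.0164 for inhibitory neuron. In these fits, medians ranged from -0.2097 to -0.1074 for mature oligodendrocyte, -0.0923 to -0.0362 for oligodendrocyte precursor and 0.0258 to 0.0958 for CA1 neuron. Mature oligodendrocyte passed with camera in each of them, with its highest adjusted p, 0.0382, without SOR replicate 3. Without SOR replicate 1 the median was 0.09 for heat shock and 0.11 for the unfolded protein response, and both passed with camera. Among the fits without 1 sample, microglia passed with camera without homecage replicate 1, SOR replicate 1 or SOR replicate 4 (adjusted p from 0.00132 to 0.407 over the 8 fits), and newly formed oligodendrocyte without SOR replicate 4 (0.0441 to 0.529). Choroid plexus did not pass without homecage replicate 2, homecage replicate 3 or SOR replicate 1 (9.24e-07 to 0.442), and red blood cell did not pass without homecage replicates 1, 3 or 4 or SOR replicates 1 or 4 (0.00263 to 0.27). The cause was not tested, beyond fewer members in the fits without seen genes.

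Over 72 named genes, the 13 alternatives planned for single genes with all samples and the 8 fits that left out 1 sample, 1305 values kept direction and side of the threshold, 65 lost the threshold, 122 gained it and 20 were reversed. Of the 26 named genes past the threshold, 20 passed in each of the 13 alternatives planned for single genes with all samples and 15 in those that left out a sample as well. Those 13 do not include the test against a fold change of 1.4, which called 8 genes in all, or the alternatives chosen after seeing the data. Reversed values were near 0. *Grpel2* went from -0.0001 to 0.0202 with TMM factors, 0.0215 with RLE factors, 0.0077 with library size alone, 0.0040 with the filter of more than 5 counts, 0.0002 with the likelihood ratio test, 0.0244 with DESeq2, 0.0033 with limma-voom and 0.0000 with the replicate number as a block, and ranged from -0.0188 to 0.0301 with 1 sample left out. *Rasgrp1* went to 0.0107 with TMM factors, 0.0119 with RLE factors and 0.0138 with DESeq2, and ranged from -0.0429 to 0.0137 with 1 sample left out. With 1 sample left out, *Polg* ranged from -0.11 to 0.12, *Smc3* from -0.0806 to 0.0231 and *Mobp* from -0.15 to 0.0439. The depth limits the fold change of a gene at 0 in every sample of a group, such as *Sp6*, to a lower bound.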

Differences from the paper's values

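The likelihood ratio test and every other alternative with all samples without a fold-change threshold, 1 RUVs factor with the quasi-likelihood test, and RUVs factors with a filter of more than 5 counts in 2 samples were chosen only after the values were seen. The paper's reported number of differentially expressed genes is 224, and the value here is 38. For the genes higher after SOR training the paper's number is 147 and the value here is 33. For the genes lower it is 77 and the value here is 5. The thresholds differ, because in the paper's table these 3 numbers hold without a fold-change threshold. Without it the values here are 68, 60 and 8. With a fold change above 1.4 the paper's table leaves 140, 91 and 49. Beside these, 1 RUVs factor with the likelihood ratio test gave 131, 82 and 49 here. The comparisons that follow are with 224, 147 and 77. Of the alternatives set before the data were examined, the likelihood ratio test with 2 RUVs factors (191 genes, 104 higher and 87 lower) and with 3 RUVs factors (203 genes, 105 higher and 98 lower) came within 1.5 times of all 3 of the paper's numbers. Every other such alternative stayed outside for at least 1 of them, among them 1 RUVs factor (131 genes), DESeq2 (124), the likelihood ratio test (105), TMM and RLE factors (42 each), no fold-change threshold (68), no filter (46), the filter of more than 5 counts (39), limma-voom (36), library size alone (34), the replicate number as a block (30), counts that were not rounded (38) and the test against a fold change of 1.4 (8). Of the paper's 224 genes, the fit with 2 RUVs factors drops 121 and that with 3 drops 120. The likelihood ratio test without a fold-change threshold, chosen after seeing the values, gave 214 genes (145 higher and 69 lower) and drops 98 of the paper's 224. With the filter of more than 5 counts, also chosen after seeing the values, 1 RUVs factor gave 171 genes (102 and 69) and drops 131; 2 factors gave 262 (130 and 132) and 3 gave 301 (136 and 165), of which the lower genes stayed outside, and they drop 114 and 110. With 1 RUVs factor the quasi-likelihood test, chosen after seeing the values, gave 42 genes. The other alternatives were also run without the fold-change threshold, likewise chosen after seeing the values. There, 1 RUVs factor with the likelihood ratio test gave 297 genes (196 and 101), within 1.5 times of all 3 numbers, and drops 68 of the paper's 224. All others stayed outside for at least 1 number: 2 RUVs factors gave 498 (302 and 196) and drop 37, 3 gave 505 (293 and 212) and drop 39, and DESeq2 gave 407 (299 and 108) and drops 54. With the filter of more than 5 counts, 1, 2 and 3 factors gave 335 (219 and 116), 588 (347 and 241) and 647 (360 and 287) and drop 69, 34 and 26. TMM factors gave 83 and drop 161, RLE factors 81 and drop 163, library size alone 53 and drops 175, the filter of more than 5 counts 71 and drops 165, no filter 84 and drops 154, limma-voom 63 and drops 167, the replicate block 40 and drops 185, counts that were not rounded 68 and drop 167, and 1 RUVs factor with the quasi-likelihood test 74 and drops 162.

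In the paper's table, the copy at hand holds 1998 of 15600 genes. It has 224 with an FDR under 0.05 without a fold-change threshold, 147 higher and 77 lower, which are the paper's numbers; with a fold change above 1.4 the table leaves 140, of which 91 are higher and 49 lower. The FDR over p of its first gene corresponds to 24908 tests, and the last of the 224 has an implied rank of 464, so genes are absent from the table. For 56 genes with a log2 fold change in it, none differed by more than the replicate SD or in sign; the largest difference was 0.36, for *Mamstr*, and the median was 0.0092.

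The paper names genes as differentially expressed that were not called here. With the fold-change threshold, *Pdia6* and *Pdia4* were called under no alternative. In the quasi-likelihood fit, the log2 fold changes of *Pdia6*, *Pdia4*, *Fosl2*, *Hsph1* and *Cables1* were 0.41, 0.41, 0.44, 0.36 and 0.44. Each lay under that threshold, 0.485 on the log2 scale, whatever its p. *Hspa1b* and *Cdkn1a* were called with the likelihood ratio test, DESeq2 and each number of RUVs factors; *Hspa1a* and *Hif3a* with these and without a filter, and *Hspa1a* also with the replicate number as a block; *Hspb1* with each number of RUVs factors; *Hspa5* with these and with the replicate block; *Trib1* with DESeq2 and each number of RUVs factors; *Gm2956* with the likelihood ratio test and each number of RUVs factors; *Herpud1* and *Opalin* with the likelihood ratio test and 1 RUVs factor; *Mamstr* with each number of RUVs factors; and *Olfr1344* with 2 or 3. Among the alternatives chosen after seeing the values, the likelihood ratio test without a fold-change threshold called *Fosl2*, *Hsph1* and *Cables1*, which no alternative with that threshold called, and also *Hspa1b*, *Hspa1a*, *Hif3a*, *Cdkn1a*, *Herpud1*, *Opalin* and *Gm2956*, and drops 98 of the paper's genes. RUVs factors with the filter of more than 5 counts, likewise chosen after seeing the values, called *Rpl7a-ps3* and *Gm13554* with each number of factors, *Olfr1344* with 2 or 3, and *Hspa1b*, *Hspa1a*, *Hif3a*, *Cdkn1a*, *Hspb1*, *Hspa5*, *Trib1*, *Herpud1*, *Opalin*, *Gm2956* and *Mamstr*, and drops 131, 114 and 110 of the paper's genes with 1, 2 and 3 factors. With 1 RUVs factor, the quasi-likelihood test chosen after seeing the values called *Hspa1a* and *Mamstr* and drops 185. Of the other alternatives without the fold-change threshold, chosen after seeing the values, those with 1, 2 or 3 RUVs factors and the likelihood ratio test called *Pdia6*, *Fosl2*, *Hsph1*, *Cables1*, *Opalin*, *Herpud1*, *Hspa1b*, *Hspa1a*, *Hif3a*, *Cdkn1a*, *Hspb1*, *Hspa5*, *Trib1*, *Gm2956* and *Mamstr*, and with 2 or 3 factors also *Pdia4* and *Olfr1344*, and they drop 68, 37 and 39. With the filter of more than 5 counts added, they called the same genes and also *Rpl7a-ps3* and *Gm13554*, and drop 69, 34 and 26. DESeq2 called *Fosl2*, *Hsph1*, *Cables1*, *Opalin*, *Hspa1b*, *Hspa1a*, *Hif3a*, *Cdkn1a* and *Trib1* and drops 54; TMM factors and limma-voom called *Cables1* and drop 161 and 167; no filter called *Hspa1a* and *Hif3a* and drops 154; the replicate block called *Hspa1a* and *Hspa5* and drops 185; and 1 RUVs factor with the quasi-likelihood test called *Hspa1a* and *Mamstr* and drops 162. The paper reports that *Opalin* was lower in both datasets, and its log2 fold change here was -0.50, lower in all 4 SOR samples.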

Other observations

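Of the tests reported here, camera, fry and the estimated correlation on the lists were planned, and those of the glucocorticoid response genes were written down before their values were seen. The others, on *Opalin*, heat shock and temperature, the list splits, fry on unseen members, GC content and length, *Sp6*, *H2-Q5*, scaling and *Ttr*, were chosen only after.

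The 17 gene lists were tested with camera (two-sided, Benjamini-Hochberg over the lists), and for each the number of the 35 splits with a p as small as the real one was counted. The 35 immediate early genes had a median log2 fold change of 0.43, 33 were higher, and the adjusted p was 3.38e-35 with 1 split. The 39 glucocorticoid response genes had 0.34, 33 higher, 6.15e-26 and 1 split; the 24 heat shock genes 0.20, 22 higher, 1.39e-11 and 1 split; and the 28 unfolded protein response genes 0.21, 25 higher, 5.18e-09 and 1 split. Taken list by list with camera, only the real split gave a p as small for each of these 4. That is the lowest count that 35 splits allow. The counts of splits are not adjusted over the 17 lists, so they cannot exclude chance over all lists. Heat shock and the unfolded protein response did not pass under fry (adjusted p = 0.265 each) or with an estimated correlation (0.543 each), so chance stays open for both. Of the 18 mature oligodendrocyte genes 1 was higher (median -0.17, 5.47e-05, 6 splits), and all 14 choroid plexus genes were higher (median 1.23, 0.00651, 21 splits), as were 5 of 6 red blood cell genes (median 0.31, 0.048, 14 splits). The other lists did not pass: newly formed oligodendrocyte (-0.09, 0.113, 10 splits), oligodendrocyte precursor (-0.07, 0.305, 14 splits), astrocyte (0.02, 0.99, 35 splits), microglia (-0.09, 0.0646, 11 splits), endothelial (-0.0046, 0.866, 32 splits), CA1 neuron (0.04, 0.204, 10 splits), CA3 neuron (-0.04, 0.928, 34 splits), dentate granule neuron (-0.08, 0.866, 30 splits), thalamus (-0.13, 0.866, 29 splits) and inhibitory neuron (-0.01, 0.568, 23 splits). Chance is not excluded for these or for the 3 lists named before them. The test pointed up while the median was negative for endothelial, CA3 and inhibitory neuron genes, and for astrocyte genes the mean was -0.01 with a positive median. Under fry, only the immediate early genes (adjusted p = 1.26e-04) and the glucocorticoid response genes (adjusted p = 0.00553) passed, and with an estimated correlation only the immediate early genes (adjusted p = 0.00462).

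GC content and gene length were tested as technical explanations of the first lists. Relative to genes matched on both, the median log2 fold change was 0.42 for immediate early genes, 0.37 for the glucocorticoid response, 0.22 for heat shock, 0.24 for the unfolded protein response and -0.15 for mature oligodendrocyte genes, which argues against a bias of this kind. Over 21996 genes, which are not independent replicates, Spearman's rho of the log2 fold change was 0.034 with GC content and 0.0626 with length. The share of called genes that rose was 86.8% with upper-quartile scaling, 88.1% with TMM and with RLE factors and 88.2% with library size alone. Between these scalings the median log2 fold change of all genes moved little (-0.0193, 0.000582, 0.00189 and -0.0122). These values argue against the choice of upper-quartile scaling over the others as the reason for more rises than falls. They cannot test an error that all of these scalings share. With 2 and 3 RUVs factors and the likelihood ratio test, rises and falls were 104 and 87, and 105 and 98.

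A glucocorticoid response to the training session may contribute to the rise of *Sgk1*, *Plin4* and *Tsc22d3*. Of the glucocorticoid response genes, 27 had published values that had not been seen, and 21 of these were higher, with a median log2 fold change of 0.20 (camera adjusted p = 8.32e-10, 1 of 35 splits). Under fry the unadjusted p of these genes was 0.0207 and the adjusted p 0.176. Handling and learning were not separated by the design, so either stays open.

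A higher brain temperature after exploration may raise heat shock genes, and *Cirbp* and *Rbm3*, which fall with warmth, had log2 fold changes of -0.44 and -0.26. Neither passed the threshold (adjusted p = 0.247 and 0.542 from edgeR's quasi-likelihood test). Over the 13 alternatives planned for single genes the adjusted p was 4.64e-07 to 0.373 for *Cirbp*, under 0.05 with DESeq2 and with 2 or 3 RUVs factors, and 0.044 to 0.638 for *Rbm3*, under 0.05 with 3 RUVs factors only. SOR replicate 1 held the lowest *Cirbp* and *Rbm3*, and without it the log2 fold changes were -0.31 and -0.13; the groups overlapped for *Rbm3*. The heat shock genes without SOR replicate 1 had a median of 0.09 (camera adjusted p = 9.43e-10). Temperature and the training session cannot be told apart, because no temperature is recorded for either group.

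Fewer mature oligodendrocytes in the SOR samples could lower *Opalin*. The 12 mature oligodendrocyte genes whose published values had not been seen had a median log2 fold change of -0.14 (fry adjusted p = 0.388). This cannot be told apart from lower expression per cell, since tissue composition was not measured and 6 of 35 splits gave a camera p as small for the whole list.

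*Sp6* was at 0 in every SOR sample. In 8 of the 35 splits at least 1 gene was at 0 in 4 samples and at 20 or more counts in the other 4, so chance stays open. Reads assigned to *Gm11532*, which overlaps *Sp6* on the other strand and was chosen after its values were seen, are a candidate explanation: summed, the 2 genes had 0.867 ± 0.205 CPM in homecage and 0.741 ± 0.243 CPM in SOR mice (SD, n = 4 per group), a log2 ratio of -0.227 (exact two-sided permutation p = 0.486). *Gm11532* gained 0.492 CPM while the change of *Sp6* was -0.618 CPM. With 4 mice per group, a sum that did not differ cannot show that reads moved between the genes. The paper's methods name a stranded library kit, and its text does not state whether the counting used the strand. *H2-Q5*, chosen after its values were seen, had 0.0492 ± 0.023 CPM in homecage and 3.78 ± 2.56 CPM in SOR mice (SD, n = 4 per group). It was at 0 in SOR replicate 1 and at 4.41 to 5.60 CPM in the other 3 (exact two-sided permutation p = 0.143), and the annotation gives it as a polymorphic pseudogene. The filter removed it; of the 3 alternatives planned for single genes that tested it, it passed the adjusted p threshold without a filter and with DESeq2 (adjusted p from 0.00182 to 0.0898 over the 3). Reads moved from *H2-Q4*, *H2-Q6* and *H2-Q7*, chosen likewise, were tested, and their sum changed by -0.388 CPM (standard error 0.766, exact two-sided permutation p = 0.629) against a gain of 3.73 CPM, which argues against that explanation. Variation between the mice in this gene region stays open and was not tested.

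*Ttr*, chosen after its values were seen, ranged from 4.04 to 3710.0 CPM over the 8 samples, a ratio of 918. Choroid plexus tissue in the dissected samples is a candidate explanation: log2 CPM of *Ttr* and the mean of 13 other choroid plexus genes had a Pearson r of 0.975 (exact permutation p = 2.5e-05) and a Spearman rho of 1.0 (exact permutation p = 5e-05). Without the 2 samples farthest from the median, r was 0.989 (n = 6, exact permutation p = 0.0014), and for deviations from the group means it was 0.972 (exact permutation p = 4e-04). The paper's qPCR fold changes at 1 h are 3.01 for *Sgk1* and 2.14 for *Nr4a1*, and the bulk folds here are 2.54 and 2.17.

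Of 21 genes the paper names for spatial or single-nucleus data, 12 were higher in bulk. Over all genes tested, 6 passed the adjusted p threshold (edgeR quasi-likelihood test) and 16 passed adjusted over the list alone. The 6 were *Nr4a2* (log2 fold change 0.37, adjusted p = 0.00553), *Nr4a3* (0.50, 0.0286), *Homer1* (0.43, 0.0208), *Dnajb1* (0.77, 0.0445), *Dnajb5* (0.51, 4.66e-04) and *Tsc22d3* (0.63, 0.00553). *Xist* and *Ddx3y*, read as a check of the labels, had 0.876 ± 0.249 and 82.7 ± 2.55 CPM in homecage and 0.809 ± 0.113 and 82.3 ± 1.78 CPM in SOR mice (SD, n = 4 per group).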
